# Regulation of redox homeostasis by ATF4-MTHFD2 axis during white adipose tissue browning

**DOI:** 10.1016/j.redox.2025.103715

**Published:** 2025-06-09

**Authors:** Rehna Paula Ginting, Hoang-Anh Pham-Bui, Choijamts Munkhzul, Siti Aisyah Fuad, Ahyeon Son, Jong-Seok Moon, Jaeseok Han, Mihye Lee, Min-Woo Lee

## Abstract

Maintaining redox balance is crucial for mitochondrial homeostasis. During browning of white adipocytes, both the quality and quantity of mitochondria undergo dramatic changes. However, the mechanisms controlling the redox balance in the mitochondria during this process remain unclear. In this study, we demonstrate that thermogenic activation occurs before mitochondrial biogenesis during cold-induced browning of inguinal white adipose tissue (iWAT) and is accompanied by increased mitochondrial stress and integrated stress response (ISR) signaling. Specifically, cold exposure enhances the expression of ATF4, an ISR effector. Adipocyte-specific deletion of ATF4 results in increased energy expenditure, but paradoxically leads to a lower core body temperature, and heightened pro-inflammation in iWAT after cold exposure, which is restored by the antioxidant, MitoQ. Mechanistically, ATF4 regulates the redox balance through MTHFD2, an enzyme involved in mitochondrial redox homeostasis by NADPH generation. Cold exposure upregulates MTHFD2 expression in an ATF4-dependent manner, and its inhibition by DS18561882 *in vivo* leads to impaired cold-induced mitochondrial respiration similar to the effects of ATF4 loss. These findings suggest that ATF4 is essential for redox balance via MTHFD2, thereby affecting tissue homeostasis during iWAT browning.

## 1 Introduction

Endotherms have evolved sophisticated mechanisms to generate heat and maintain a stable body temperature across a wide range of environmental conditions, which are critical for cellular function and overall physiological stability [1,2]. Central to this thermal regulation is thermogenesis, driven by brown and beige adipocytes, which not only help sustain normal body temperature but also play a significant role in systemic energy expenditure. Accumulated evidence has underscored the vital role of adipose thermogenesis, highlighting its potential to alleviate metabolic disturbances by enhancing energy expenditure [[3], [4], [5], [6]].

Brown and beige adipocytes facilitate thermogenesis through uncoupling protein 1 (UCP1), which enables protons to leak across the inner mitochondrial membrane and transforms respiration from ATP production (coupled) to heat (uncoupled) [7,8]. Classical brown adipocytes consistently display thermogenic characteristics, including a high number of mitochondria and UCP1 expressions. In contrast, beige adipocytes are recruited and activated within white adipose tissue (WAT) in response to cold or cold-mimicking conditions, such as treatment with CL-316243, in a process known as "browning" [9]. During this transformation, white adipocytes undergo mitochondrial adaptations marked by increased expression of thermogenic genes, such as *Ucp1*, as well as enhanced mitochondrial respiration, biogenesis, and metabolic reprogramming [9,10]. Understanding the mechanisms regulating mitochondrial adaptation during the transition from white to beige adipocytes is crucial for effectively harnessing thermogenesis to combat metabolic diseases.

Reactive oxygen species (ROS) are important signaling molecules that facilitate cellular signaling and adaptation to stressors [11,12]. However, excessive ROS levels due to an imbalance between ROS production and antioxidant defenses can lead to substantial oxidative stress, which is closely linked to chronic metabolic diseases, such as diabetes, cancer, atherosclerosis, and cardiovascular disorders [[13], [14], [15], [16]]. Mitochondria, particularly complexes I and III of the electron transport chain, are the major sources of ROS. These organelles are particularly vulnerable to ROS toxicity because their components, including lipids and proteins, are directly exposed to ROS without protective barriers [17,18]. To mitigate ROS-induced damage, several antioxidant defense mechanisms are employed to mitigate ROS-induced damage: 1) enzymatic and non-enzymatic antioxidants, such as superoxide dismutase (SOD), peroxidase, glutathione peroxidase, catalase, metal-binding proteins (MBPs), glutathione, and coenzyme Q, directly regulate ROS levels [[19], [20], [21]]; and 2) enhanced uncoupled respiration or proton leak indirectly reduces ROS by decreasing mitochondrial activity [22,23]. Recent studies have also indicated that one-carbon metabolism in the mitochondria contributes to redox homeostasis through NADPH production, regulating ROS levels via GSH or thioredoxin reduction under hypoxic conditions and during tumor growth [[24], [25], [26]].

Emerging evidence underscores the importance of redox homeostasis in the cold-induced thermogenesis of adipose tissues. Cold exposure stimulates mitochondrial ROS production in brown adipose tissue (BAT), thereby enhancing its thermogenic activity. Chouchani et al. found that the accumulation of ROS enhances UCP1 activity through sulfenylation of the Cys-253 amino acid residue in UCP1 during thermogenic activation in BAT [27]. Additionally, a lipid byproduct of ROS, 4-hydroxy-2-nonenal (4-HNE), indirectly activates UCP1 by increasing proton conductance through fatty acid binding [28,29]. Accumulation of ROS may further contribute to the activation of BAT thermogenesis. Mice lacking Gpx1 or MnSOD showed elevated superoxide levels but were protected from insulin resistance induced by a high-fat diet, exhibiting enhanced uncoupled respiration and increased overall energy expenditure [30,31]. These findings indicated that ROS are essential for the regulation of cold-induced thermogenesis in adipocytes.

To adapt to environmental stress, cells employ a conserved intracellular signaling pathway known as the integrated stress response (ISR). Activation of ISR by various stressors, such as endoplasmic reticulum (ER) unfolded protein stress, oxidative stress, and amino acid deprivation, helps restore cellular homeostasis by regulating the transcription of adaptive response genes [32,33]. A key player in ISR is activating transcription factor 4 (ATF4), a basic leucine zipper transcription factor that binds to cAMP-responsive elements (CREs) or C/EBP-ATF response elements to modulate the transcription of target genes. ATF4 activation occurs through the phosphorylation of eIF2α, which reduces global protein synthesis while selectively enhancing ATF4 translation [34]. Two recent studies indicated that ATF4 regulates the thermogenic activity of BAT by managing amino acid pools, either dependent or independent of FGF21 function [35,36]. However, the role of ATF4 in the cold-induced browning of white adipose tissue remains unclear.

Enhanced mitochondrial respiration is a key feature of thermogenesis in the adipose tissue. Browning of white adipocytes involves substantial changes in both the quantity and quality of mitochondria [37]. Beige adipocytes likely possess adaptive mechanisms to manage mitochondrial stress and ensure optimal mitochondrial function to support thermogenesis and maintain adipose tissue homeostasis. Here, we suggest that ATF4 plays an important role in regulating redox balance through MTHFD2 shortly after cold exposure, thereby influencing mitochondrial and tissue homeostasis during adipose tissue browning.

## 2 Material and methods

### 2.1 Mouse studies

All animal studies were conducted according to protocols and guidelines approved by the Institutional Animal Care and Use Committee of Soonchunhyang University. All animals were congenic to the C57BL/6 background and housed at 22 °C (unless otherwise indicated) under a 12-h light/dark cycle. C57BL/6 mice were purchased from Orient Bio.

Adipocyte-specific ATF4 knockout mice (Atf4^AKO^) were generated by crossbreeding Atf4^flox/flox^ mice and Adipoq^Cre^ mice. Atf4^fl/fl^ (Atf4^WT^) mice were used as a littermate controls. All mice were maintained on a C57BL/6 background. In the rescue experiment, vehicles (10 % DMSO, 40 % PEG400, 5 % Tween-80) or MitoQ (5 mg/kg, i.p. injection, MedChemExpress) were injected into Atf4^WT^ and Atf4^AKO^ mice housed at room temperature, followed by cold exposure at 5 °C. For MTHFD2 pharmacological inhibition experiments, C57BL/6 mice were orally administered either vehicle (5 % DMSO, 95 % corn oil) or DS18561882 (100 mg/kg, MedChemExpress) by gavage.

Body composition was determined by InAlyzer Dual Energy X-ray Absorption Meter (Medikors).

### 2.2 Analysis of FGF21 serum levels

Serum FGF21 levels were measured using the Mouse FGF21 SimpleStep Elisa Kit (Abcam) according to the manufacturer's instructions. Briefly, serum was added to a pre-coated plate along with the antibody cocktail, incubated at room temperature for 1 h, and then washed. TMB substrate was added, and absorbance was measured at 450 nm. FGF21 concentrations were calculated based on a standard curve generated using recombinant mouse FGF21.

### 2.3 Indirect calorimetry measurement

Energy expenditure and associated measurements were performed using TSE Phenomaster metabolic cages equipped with the climate chamber (TSE systems) at Soonchunhyang Biomedical Research Core-facility of Korea Basic Science Institute (KBSI), following the manufacturer's protocols. Mice were acclimatized to the metabolic cages for 2 days prior to data collection. The temperatures were set as described in the results. Oxygen consumption rate (VO_2_) and CO_2_ release rate (VCO_2_) were monitored every 2 min for each cage. The respiratory exchange rate (RER) was calculated as the ratio of VO_2_ and VCO_2_. Food intake was monitored using the Phenomaster food measurement module. Total activity was measured by the number of beam breaks along the x- and z-axes. Real-time core body temperature was measured using an RFID transponder chip (UID Identification Systems) injected intraperitoneally into the mice.

### 2.4 Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted from homogenized tissues using TRIzol reagent (Invitrogen, Thermo Fisher Scientific). The isolated RNA was reverse transcribed using ReverTraAce™ qPCR RT SuperMix (Toyobo), and the resulting cDNA was used for quantitative PCR on a Quant Studio 3 real-time PCR detection system (Applied Biosystems) with SYBR green reagent (Toyobo). Relative mRNA expression levels were determined using the 2^–ΔΔCt^ method, with *36B4* as the internal reference control. For quantification of mitochondrial DNA (mtDNA), total DNA was isolated from the interphase and lower phenol-chloroform phase saved during total RNA extraction step. mtDNA content was quantified by real-time PCR using specific primers targeting the genes *Nd1*, *Nd6*, and *Cytb*. Primer sequences for the targeted genes are listed in Supplementary Table 1.

### 2.5 Immunoblotting

Snap-frozen tissues were homogenized in modified RIPA buffer (420 mM NaCl, 1 % NP-40, 0.1 % SDS, 0.5 % sodium deoxycholate, 50 mM Tris, pH 7.5, and a protease inhibitor cocktail) using a TissueLyser II (Qiagen). Total protein (20–40 μg) was separated by SDS-PAGE and transferred to PVDF membranes. Membranes were then blocked, and incubated with the indicated primary antibodies, followed by HRP-conjugated secondary antibodies. Chemiluminescence was detected using SuperSignal West Pico (Thermo Scientific) and developed using an automatic film processor (CP1000; Agfa-Gevaert). Antibody sources are listed in Supplementary Table 2.

### 2.6 Flow cytometry

iWAT was digested in 1 mL of Collagenase I buffer (2 mg/mL, Worthington) buffer at 37 °C for 20–30 min. The homogenates were washed and filtered through a 100 μm cell strainer before immunostaining for flow cytometric analysis. Cell suspensions were washed with FACS buffer (PBS, 0.5 M EDTA, and 2.5 % FBS), pre-incubated with Fc receptor block (0.5 μg), and then stained with appropriate primary antibodies. Data were acquired using a FACSCanto flow cytometer (BD Biosciences) and analyzed using FlowJo Software. Antibody sources and dilutions are listed in Table S2.

### 2.7 Cell culture

iWATs were dissected and digested in 2 mL collagenase I buffer (2 mg/mL at 250 U/g; Worthington) and 30 mg/mL bovine serum albumin (BSA) in Dulbecco's modified Eagle's medium (DMEM) at 37 °C for 20–30 min. The homogenates were washed and filtered through a 100 μm cell strainer. After centrifugation at 1500×*g* for 5 min, the pellet containing stromal-vascular cells (SVCs) was collected and resuspended in DMEM supplemented with 10 % FBS and 1 % penicillin/streptomycin. Cells were maintained at 37 °C in a humidified 5 % CO_2_ incubator.

For white adipocyte differentiation, isolated SVCs were treated with a differentiation cocktail containing 2 μg/mL dexamethasone, 0.5 mmol/L 3-isobutyl-1-methylxanthine, 5 μg/mL insulin, and 0.5 μmol/L rosiglitazone. Two days after induction, cells were maintained in culture media supplemented with 5 μg/mL insulin, with media changes every two days. For beige adipocyte differentiation, 125 μmol/L indomethacin and 1 μmol/L 3,3′,5-triiodo-l-thyronine were additionally included in the induction cocktail. During the maintenance period, 1 μmol/L 3,3′,5-triiodo-l-thyronine, and 0.5 μmol/L rosiglitazone were added to the media.

To mimic cold exposure *in vitro,* differentiated white adipocytes were treated with 5 μM of CL316,243 (Sigma). For the MitoQ rescue experiment, 100 nM of MitoQ (MedChemExpress) was applied to differentiated white adipocytes derived from SVCs of iWAT from Atf4^WT^ and Atf4^AKO^ mice. For chemical inhibition of MTHFD2, 10 μM DS18561882 (MedChemExpress) was treated with or without CL316,243 in differentiated white adipocytes.

### 2.8 Oil Red O staining

Differentiated beige adipocytes were washed with PBS and fixed in 4 % paraformaldehyde for 30 min at room temperature. After fixation, cells were rinsed with 60 % isopropanol and stained with freshly prepared Oil Red O solution (0.3 % in isopropanol, diluted 3:2 with distilled water) for 15–30 min. Following staining, excess dye was removed by washing with water. Images were captured using a light microscope. For quantification, the retained dye was eluted with isopropanol, and absorbance was measured at 500 nm.

### 2.9 Construction of MTHFD2-HA-expressing lentiviral vectors and transduction to SVCs

PCR primers were designed based on the mouse *Mthfd2* mRNA sequence. The forward primer was 5′-ATGGCTTCAGTTTCCTTGTTG-3′ and the reverse primer was 5′-CTAGTTGGTGGCGACTCCG-3’. cDNA synthesized from total RNA extracted from differentiated beige adipocytes was used as the template for amplification. The resulting *Mthfd2* PCR product was cloned into the pLVX-EF1α-TEV-HA-IRES-Puro vector at the *Eco*RI and *Xba*I sites, resulting in the insertion of an HA tag at the C-terminus of MTHFD2.

To generate a doxycycline-inducible lentiviral vector expression MTHFD2-HA, the *Mthfd2*-HA fragment was re-amplified and subcloned into the pLVX-TRE3GS-hPGK-TetOne-SV40-Puro vector via homologous recombination using the EZ-cloning Kit (Enzynomics). All constructs were validated by restriction enzyme digestion and DNA sequencing.

Lentiviral particles were produced by transfecting HEK293T cells with the *Mthfd2*-HA construct along with packaging plasmids (psPAX2 and pMD2.G) using Lipofectamine 3000 (Invitrogen). After 72 h, viral supernatants were collected and concentrated using Lenti-X concentrator (Takara) and used to transduce target cells. For transduction, SVCs isolated from iWAT were incubated with viral supernatant supplemented with 1 μg/mL polybrene for 48 h, followed by replacement with white adipocytes differentiation medium mentioned before. Transgene expression was induced by doxycycline where applicable.

### 2.10 Metabolic pathway analysis using Nanostring nCounter® analysis

A total of 768 genes related to metabolic processes and signaling pathway were analyzed using the nCounter® Metabolic Pathways Panel. The panel included target gene along with positive controls, negative control, and housekeeping gene for quality control and normalization. For each sample, 50 ng of RNA was used, and hybridization reactions were performed according to the manufacturer's instructions. Unique target-probe complexes were detected and scanned by the nCounter® SPRINT Profiler analysis system. Raw data assessment, quality control, and normalization were conducted using the nSolver™ analysis software V4.0. Control and housekeeping genes were selected using nSolver™ normalization module and resulting normalized data were used for downstream analysis. Differential gene expression was determined using a threshold of log_2_ fold-change ≤ −0.585 or ≥0.585 and a p-value <0.05.

### 2.11 RNA sequencing (RNA-seq) analysis

RNA was extracted from the iWAT of Atf4^WT^ and Atf4^AKO^ mice using TRIzol (Invitrogen) and mRNAs was purified using the oligo clean and concentrator kits (Zymo Research). RNA libraries for RNA-seq were prepared using the DNBSEQ Eukaryotic Strand-specific mRNA library kit according to the manufacturer's protocols. Raw reads containing adapter sequences or low-quality sequences were filtered using SOAPnuke with following parameters: "-n 0.01 -l 20 -q 0.4 --adaMR 0.25 --polyX 50 –minReadLen 150" [38]. Clean reads were mapped to UCSC mm10 reference genome using STAR. Uniquely mapped reads were quantified by featureCounts (parameter: -largestOverlap -B –C) [39,40]. Read counts were normalized using the DESeq2 algorithm (pyDESeq2) [41], and genes with a fold change >1.5 and a p-value <0.05 were identified as differentially expressed genes (DEGs). Gene ontology (GO) enrichment analysis of DEGs was performed using g:Profiler (g:GOSt) with g:SCS threshold 0.05) [42]. Data were obtained from three independent biological replicates.

### 2.12 ATF4 target prediction/transcription factor (TF) enrichment analysis

ATF4 target gene prediction was performed by overlapping DEGs identified via Deseq2 analysis, with publicly available databases, including MitoCarta3.0 (an inventory of mammalian mitochondrial proteins and pathways) and Chip-Atlas (containing BED filed from archived ChIP-Seq datasets). ATF4 binding site enrichment in the promoter region (defined as 2.0 kb upstream of the transcription start site) of nine downregulated genes-shared among the three datasets was predicted using microTSS. Transcription factor enrichment analysis was conducted using the R package, PWMEnrich.

### 2.13 Nuclear enrichment and lysis of adipocyte for chromatin-immunoprecipitation (ChIP) assay

ChIP assay from white adipocyte were performed following a previously published protocol [43]. Nuclei were isolated using hypotonic buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1 % IGEPAL CA630) supplemented with 1X Protease Inhibitor Cocktail (Sigma-Aldrich). Nuclear fractions were fixed by adding formaldehyde (HCHO; from 37 % HCHO-10 % methanol stock, Thermo Fisher Scientific) to a final concentration of 1 % followed by gentle shaking for 7 min. Fixation was quenched with 125 mM glycine for 5 min. Cells were centrifuged at 440×*g*, 4 °C for 5 min and the pellet was resuspended in 500 μL of ice-cold PBS with Protease Inhibitor Cocktail. After centrifugation at 5.800×*g* for 5 min at 4 °C, the pellet was resuspended in lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.5 % IGEPAL CA630) with 1X Protease Inhibitor Cocktail and centrifuged at 5.800×*g* for 5 min at 4 °C. The nuclei were then resuspended in 1 mL of ice-cold SDS lysis buffer (1 % SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0) containing 1X Protease Inhibitor Cocktail.

### 2.14 ChIP assay

Chromatin was sheared using a COVARIS S220 Focused-ultrasonicator to yield DNA fragments ranging from 200 to 700 base pairs. The sheared chromatin was then diluted 10-fold in immunoprecipitation (IP) dilution buffer (0.037 % Triton X-100, 0.00033 % SDS, 167 mM NaCl, 0.0377 EDTA, 0.566 mM Tris-HCl pH 8.0) supplemented with 1X Protease Inhibitor Cocktail. Immunoprecipitation was performed at 4 °C for 4 h using an anti- ATF4 antibody, with Rabbit mAb IgG isotype used as a negative control. Pierce Protein A/G magnetic beads were used to form immunocomplexes with the targeted protein. Immunocomplexes were washed three time with IP wash buffer 1 (1 % Triton X-100, 0.1 % SDS, 150 mM NaCl, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), three time with IP wash buffer 2 (1 % Triton X-100, 0.1 % SDS, 500 mM NaCl, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), three time with IP wash buffer 3 (0.25 M LiCl, 1 % IGEPAL, 1 % Na-deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0), and finally once with Tris-EDTA buffer. Immunocomplexes were eluted in 200 μL of elution buffer (1 % SDS and 0.1 M NaHCO_3_). Protein-DNA complexes were digested in 50 μg/mL Proteinase K (Zymo Research) and reverse cross-linked by incubation at 65 °C overnight. The DNA was then treated with RNase A (Thermo Fisher Scientific) and purified by Oligo Clean & Concentrator kit (Zymo Research). Immunoprecipitated DNA was analyzed by real-time PCR using promoter-specific primers (sequences are listed in Supplementary Table S1).

### 2.15 Purification of intact mitochondria

Intact mitochondria were purified using the Mitochondrial Isolation Kit (Abcam), according to manufacturer's instruction. iWAT collected from wild-type mice was homogenized in Pre-filled Tube Kits I (Biocode) using BeadBug™ microtube homogenizer. The homogenates were centrifuged at 700×*g* for 10 min at 4 °C. The supernatant was transferred to a new tube and centrifuges at 10.000×*g* for 30 min at 4 °C. The purified mitochondrial pellet were resuspended in MAS buffer (70 mM sucrose, 220 mM mannitol, 5 mM KH_2_PO_4_, 2 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA) supplemented with protease inhibitor cocktail. Protein concentration was determined using the BCA Assay (Thermo Fisher Scientific).

### 2.16 Mitochondria respirometry assay

Mitochondria respirometry was performed as previously described [44] using Seahorse XF96 Extracellular Flux analyzer (Agilent Technologies). 20 μg purified mitochondria were seeded into Poly-d-lysine-coated Seahorse XF96 microplate in 20 μl volume containing substrates. After centrifugation at 2000×*g* for 20 min at 4 °C, an additional 160 μl of MAS buffer + substrate were added to each well. For basal respiration, the substrate concentrations in the wells were 10 mM pyruvate +5 mM malate. To assess UCP1-mediated respiration, 3 mM GDP was injected with 40 μM Palmitoyl-l-carnitine +1 mM malate.

For *in vitro* mitochondria respirometry assay, SVCs derived from iWAT were seeded onto 96-well Seahorse XF96 microplate at 15,000 cells per well. On day 8 of differentiation, cells were rinsed once and the medium was replaced with 180 μL basal DMEM (Agilent Technologies) containing 25 mM glucose, 0.5 mM sodium pyruvate, 2 mM l-glutamine, and 1 % fatty acid-free BSA. After 1 h at 37 °C in a non-CO_2_ incubator, plates were inserted into a Seahorse XF96 Extracellular Flux analyzer. After three basal measurements, oligomycin was injected for a final concentration of 1.5 μM to inhibit ATP synthesis. FCCP was injected for a final concentration of 10 μM to determine maximal respiratory capacity. Finally, a mixture of rotenone and antimycin was injected to inhibit all mitochondrial respiration (1 μM each). Calculation of basal, maximum and proton leak oxygen consumption rate (OCR) was conducted based on report generator from Agilent Technologies.

### 2.17 NADP+/NADPH colorimetric assay

NADP+/NADPH levels were measured using NADP/NADPH Assay Kit (Abcam) following the manufacturer's instructions. Differentiated white adipocytes were treated with control or CL316,243 (5 μM) for 6 h. Cells were washed with cold PBS and scraped in 500 μL extraction buffer. The samples were subjected to two freeze/thaw cycles (20 min on dry ice, followed by 10 min at room temperature). The samples were vortexed for 10 s, centrifuged at 14,000×*g* for 5 min, and maintained on ice. For tissue measurements, approximately 50 mg iWAT were homogenized using Dounce homogenizer in 400 μL of an extraction buffer. The samples were transferred to a tube and centrifuged at top speed for 5 min. Additionally, 10 kD spin columns were used to remove enzymes that consume NADPH. The NADP+/NADPH assay (Abcam) was performed according to the manufacturer's protocol.

### 2.18 Quantification of GSH/GSSG

GSH and oxidized glutathione (GSSG) levels were assessed using a GSH/GSSG Ratio Detection Assay Kit (Abcam) following the manufacturer's instructions. For *in vitro* measurements, differentiated white adipocytes were treated with CL316,243 (5 μM), with or without DS18561882 (μM), for 6 h. Cells were washed with cold PBS and scraped in 100 μL mammalian buffer (PBS/0.5 % NP-40). For *in vivo* measurements, approximately 50 mg of iWAT were homogenized with Dounce homogenizer in 500 μL of a mammalian buffer. Samples were centrifuged for 15 min at 4 °C at top speed using a cold microcentrifuge. Spin columns (10 kDa) were used to remove enzymes that interfered with the analysis. The GSH assay mixture was added to the lysates and incubated for 60 min in the dark. Fluorescence was monitored at excitation/emission wavelengths of 490/520 nm.

### 2.19 Cellular and mitochondrial ROS detection

Total cellular and mitochondrial ROS levels were determined using 2′,7′-dichlorofluoresceindiacetate (DCFDA) and MitoSox™ Red (Thermo Scientific), respectively, according to the manufacturer's instructions. Differentiated white adipocytes were incubated with 10 μM DCFDA or 5 μM MitoSox™ Red for 20 min at 37 °C in the dark. After incubation, cells were washed with PBS, and fluorescence images were acquired using a Leica DMi8 microscope (Leica). Cells treated with TBHP- and FCCP served as positive controls for total cellular and mitochondrial ROS, respectively.

### 2.20 Histology

All tissues were fixed in 10 % formalin for 24 h after harvest, followed by immersion in 20 % sucrose in PBS at 4 °C until processing. The tissues were processed, embedded in paraffin, sectioned, stained with hematoxylin and eosin (H&E). Immunohistochemistry for UCP1 was performed using mouse and rabbit specific HRP/DAB detection IHC kit (Abcam) according to the manufacturer's instructions. Slides were scanned using Motic EasyScan One and images were acquired using DSAssistant (Motic).

### 2.21 Statistical analysis

Data were analyzed using Graph Pad Prism 8 software (GraphPad) and are presented as mean ± SEM. Statistical significance was determined using the unpaired two-tailed Student's *t*-test for single variables and two-way analysis of variance (ANOVA) followed by Sidak posttests for multiple variables. A p-value of <0.05 was considered statistically significant and is presented as ∗ (p < 0.05), ∗∗ (p < 0.01), or ∗∗∗ (p < 0.001).

## 3 Results

### 3.1 Thermogenic activation precedes mitochondrial biogenesis during browning of iWAT

Browning of white adipocytes involves the upregulation of thermogenic genes and the induction of mitochondrial biogenesis. To investigate the regulation of these processes during the browning of iWAT, we exposed 10-week-old C57BL/6 (WT) mice to a cold environment (5 °C) for 12 h, 24 h, 3 days, and 7 days, and analyzed thermogenic activity and mitochondrial biogenesis in iWAT. At the transcriptional level, the expression of both thermogenic and mitochondrial OXPHOS genes increased similarly between 12 and 24h of cold exposure (Supplementary Fig. 1a and b). However, at the translational level, the timing of protein expression differed; UCP1 protein levels increased as early as 12 h, reflecting the transcriptional changes, whereas mitochondrial OXPHOS proteins did not increase until 3 days after cold exposure (Supplementary Fig. 1c). Additionally, mitochondrial mass, assessed by the ratio of mitochondrial DNA to nuclear DNA (Supplementary Fig. 1d), and mitochondrial protein concentration (Supplementary Fig. 1e), increased after 3 days of cold exposure. Since UCP1 expression increased during the early period of WAT browning, we next examined whether mitochondrial respiration was altered. Ex vivo oxygen consumption analysis of purified iWAT mitochondria at 24 h and 3 days post cold exposure revealed early elevation of UCP1-dependent thermogenic activity (Supplementary Fig. 1f), suggesting that thermogenic activation precedes mitochondrial biogenesis during cold-induced browning of white adipocytes.

### 3.2 Cold exposure induces mitochondrial stress and activation of ATF4-mediated ISR

We previously demonstrated that phosphorylation of eIF2α inhibits translation of mitochondrial OXPHOS subunits in BAT [45]. To investigate whether the discordance between transcription and translation of mitochondrial OXPHOS subunits during iWAT browning is associated with eIF2α signaling, we examined eIF2α phosphorylation. Western blot analysis revealed increased phosphorylation of eIF2α up to 24 h after cold exposure (Fig. 1a), coinciding with the period of mismatch between mRNA and protein levels of mitochondrial OXPHOS subunits. Additionally, the expression of *Atf4*, a key downstream protein of eIF2α, along with its target genes, *Chop* and *Fgf21*, was upregulated at 12 h post-cold exposure (Fig. 1b and c). *In vitro* experiments further confirmed ISR activation during the browning of white adipocytes. Treatment of CL-316,243, a potent β3-adrenergic receptor agonist commonly used to induce thermogenesis [46], in white adipocytes differentiated from isolated iWAT SVC led to increased mRNA and protein levels of ATF4, as well as elevated phosphorylation of eIF2α (Fig. 1d and e), supporting ISR activation during iWAT browning.

**Fig. 1:**
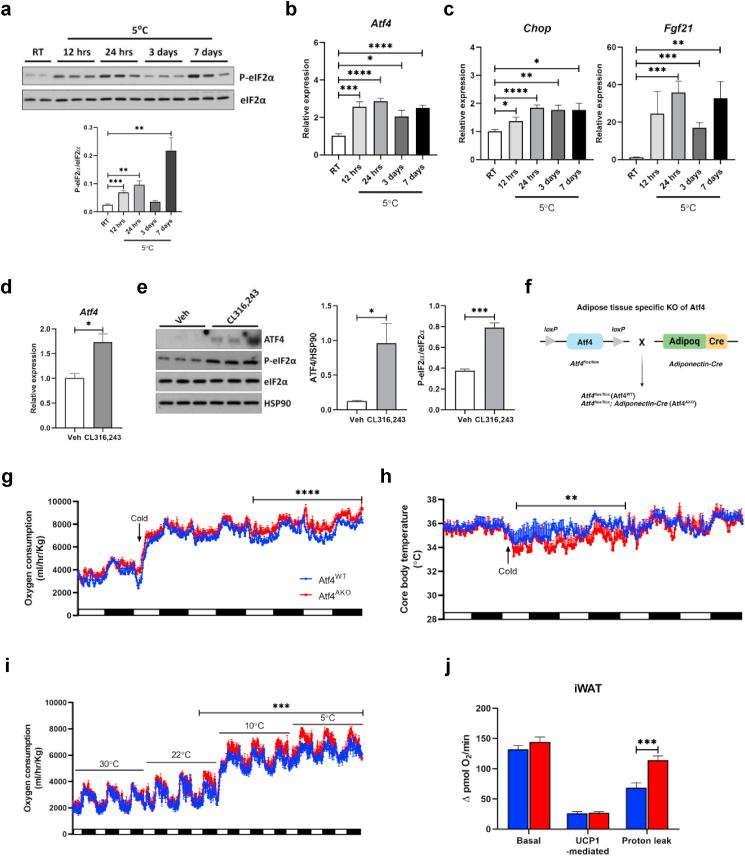
**Cold exposure activates the ATF4-mediated ISR, which is essential for maintaining systemic energy expenditure. (a**–**c)** Representative immunoblot analysis of phosphorylation of eIF2α (left) and densitometric quantification of phosphorylated eIF2α normalized to total eIF2α (right) **(a)**, quantitative RT-PCR analysis of *Atf4***(b)** and *Fgf21* and *Chop***(c)** in iWAT of 10-week-old C57BL/6 mice housed in RT or 5 °C for the indicated times (n = 5 per time point). Quantitative RT-PCR analysis of *Atf4***(d)** and immunoblot analysis of ATF4 and phosphorylated eIF2α (left), with densitometric quantifications of ATF4 normalized to HSP90, and phosphorylation of eIF2α normalized to total eIF2α (right) **(e)** in white adipocytes treated with CL-316,243 for 6 h (n = 3 per treatment). **(f)** Graphical scheme of the generation of adipocyte-specific ATF4 knockout mice. **(g and h)** Assessment of oxygen consumption (n = 6 per genotype) **(g)** and core body temperature (n = 5 for Atf4^WT^; n = 4 for Atf4^AKO^) **(h)** in 10-week-old Atf4^WT^ and Atf4^AKO^ mice housed at different ambient temperatures. **(i)** Assessment of cold-induced changes of oxygen consumption in 10-week-old Atf4^WT^ and Atf4^AKO^ mice (n = 3 per genotype). **(j)** Oxygen consumption rate in mitochondria isolated from iWAT as measured using the Seahorse XF96 Extracellular Flux analyzer (n = 6 per each group). Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

Given that cold exposure robustly enhances mitochondrial respiration and the expression of mitochondria proteins, we next assessed the type of cellular stress activated during this period. Specifically, we examined stress responses related to mitochondria and the endoplasmic reticulum (ER). Mitochondrial stress-related chaperones, including *Hspe1*, *Hspd1*, and *Hsp70* were significantly upregulated after 24 h of cold exposure (Supplementary Fig. 1g). In contrast, ER stress-related chaperones, such as *Grp78* and the spliced-*Xbp1/*total-*Xbp1* ratio, remained unchanged (Supplementary Fig. 1h), indicating that mitochondrial stress, rather than ER stress, contributes to ISR activation. Taken together, these results suggest that ISR is activated by mitochondrial stress during the early stages of cold-induced WAT browning.

### 3.3 Loss of ATF4 in adipocytes impairs mitochondrial respiration by increasing proton leak

Since the ISR is activated early during iWAT browning in response to cold exposure, we investigated the role of ATF4 in this process. To this end, we generated adipocyte-specific ATF4 knockout mice (Atf4^AKO^) by crossing Atf4flox/flox (Atf4^WT^) mice with *Adiponectin*-Cre mice (Fig. 1f). While global deletion of ATF4 has been linked to developmental abnormalities and systemic metabolic defects [47,48], Atf4^AKO^ mice appeared phenotypically similar to their littermates (Supplementary Fig. 2a), with no significant difference in the morphology of iWAT, BAT, and epididymal WAT (Supplementary Fig. 2b). Body weight, body composition, and tissue masses were also comparable between genotypes (Supplementary Fig. 2c–e), suggesting that loss of ATF4 in adipocytes does not affect overall growth.

Given that BAT-specific deletion of ATF4 results in reduced core body temperature and impaired iWAT browning upon cold exposure [36], we next examined the metabolic phenotypes of adipocyte-specific ATF4 deletion using *Adiponectin*-Cre in response to cold exposure. To this end, we measured oxygen consumption in Atf4^WT^ and Atf4^AKO^ mice under cold conditions using metabolic cages. Atf4^AKO^ mice exhibited a significant increase in energy expenditure from day 3 onwards after cold exposure (Fig. 1g, Supplementary Fig. 2f). However, respiratory exchange ratio (RER), locomotor activity, and food intake were not significantly different between genotypes (Supplementary Fig. 2g–i). Core body temperature measurements revealed that Atf4^AKO^ mice had lower core body temperatures and required two days to recover to WT mice, indicating a greater energetic demand to main body temperature (Fig. 1h).

To confirm that the increased energy expenditure is due to the reduced environmental temperature, we acclimated Atf4^WT^ and Atf4^AKO^ mice to thermoneutral conditions (30 °C) for two weeks to suppress thermogenesis, then exposed to gradually colder temperatures (22 °C–10 °C to 5 °C). Under thermoneutral conditions, energy expenditure was similar between genotypes, but at lower temperature, Atf4^AKO^ mice displayed significantly higher energy expenditure (Fig. 1i, Supplementary Fig. 2j–m). These results suggest that the elevated energy expenditure in Atf4^AKO^ mice is triggered by reduced environmental temperature.

Next, we examined whether these changes in energy homeostasis are linked to mitochondrial activity by measuring oxygen consumption in isolated mitochondria from iWAT and BAT after 24 h of cold exposure. In iWAT mitochondria, ATF4 depletion did not alter basal or UCP1-mediated respiration but significantly increased proton leak (Fig. 1j). In contrast, BAT mitochondria showed no changes in basal respiration, UCP1-mediated respiration, or proton leak (Supplementary Fig. 3a). indicating that the metabolic alterations are specific to iWAT.

Given that respiratory changes were only observed in mitochondria of iWAT but not BAT, we assessed energy expenditure in mice of different ages to further evaluate the contribution of iWAT. Unlike BAT, which maintains thermogenic characteristics throughout life, beige adipose tissue are transiently present during early postnatal development, particularly around weaning at room temperature [8,9]. We hypothesized that if beige adipose tissue contributes to the increased energy expenditure in Atf4^AKO^ mice, younger mice may display more pronounced effects. Indeed, young Atf4^AKO^ mice (4.5–5.5 weeks old), which have a higher proportion of beige adipocytes, exhibited a rapid increased energy expenditure following cold exposure (Supplementary Fig. 3b–e). Moreover, no significant differences in BAT morphology (Supplementary Fig. 3f), UCP1 protein levels and *Ucp1* mRNA expression were observed between 10-week-old Atf4^WT^ and Atf4^AKO^ mice at room temperature or after 3 days of cold exposure (Supplementary Fig. 3g–i). Previous studies have proposed that ATF4 regulates cold-induced thermogenesis via modulation of amino acid turnover in BAT [35,36]. However, in our study, expression of amino acid metabolism-related genes in BAT remained unchanged following cold exposure (Supplementary Fig. 3i). Although *Fgf2*1 mRNA levels were significantly reduced in Atf4^AKO^ BAT (Supplementary Fig. 3j), serum FGF21 protein were not altered (Supplementary Fig. 3k), suggesting that BAT is unlikely to contribute to the observed phenotypes in Atf4^AKO^ mice.

### 3.4 Increased energy expenditure in Atf4^AKO^ mice is independent of beige adipogenesis

To determine whether the elevated energy expenditure in Atf4^AKO^ mice is attributable to enhanced beige adipogenesis in iWAT, we exposed both Atf4^WT^ and Atf4^AKO^ mice to cold temperatures (5 °C) for 3 days and assessed iWAT browning. Histological analysis revealed a modest increase in the number of multilocular adipocytes in the iWAT of Atf4^AKO^ mice at room temperature, a phenotype that persisted following cold exposure (Fig. 2a). Despite reduced ATF4 expression, UCP1 protein levels and thermogenic gene expression (*Ucp1, Cox8b,* and *Pgc1a*) were comparable between genotypes (Fig. 2b and c). Likewise, both mitochondrial OXPHOS gene expression and protein levels were similar in Atf4^WT^ and Atf4^AKO^ mice under both room temperature and cold condition (Fig. 2b–d). Consistent with these *in vivo* observations, *in vitro* experiments showed no significant differences in beige adipocyte differentiation. SVCs isolated from iWAT of both genotypes exhibited similar lipid droplet formation (Fig. 2e), and the expression of beige adipocyte differentiation marker genes, such as *Fabp4, Ucp1*, and *Prdm16*, remained unchanged throughout the differentiation process (Fig. 2f). However, seahorse analysis revealed a significant increase in proton leakage in ATF4-deficient beige adipocytes (Fig. 2g). These results suggest that the increased energy expenditure observed in Atf4^AKO^ mice is not driven by enhanced beige adipogenesis but rather by increased mitochondrial proton leak.

**Fig. 2:**
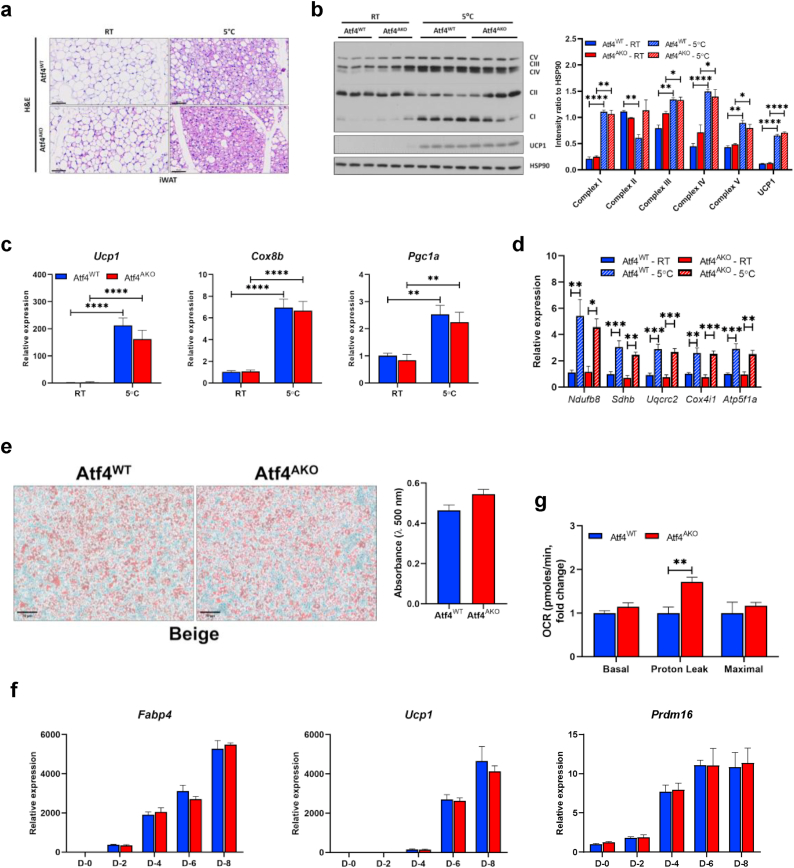
**Increased energy expenditure in Atf4^AKO^ mice is independent of beige adipogenesis. (a**–**d)** Representative images of Hematoxylin & Eosin (H&E) staining (scale bar, 60 μm) **(a)**, immunoblot analysis for mitochondria OXPHOS complexes and UCP1 (left), and densitometric quantification of OXPHOS complexes and UCP1 normalized to HSP90 (right) (n = 3 for each genotype housed in RT, n = 4 for each genotype housed in 5 °C) **(b)**, quantitative RT-PCR analysis of *Ucp1*, *Cox8b,* and *Pgc1a* (n = 5 per genotype) **(c)**, and quantitative RT-PCR analysis of OXPHOS complexes encoded genes (n = 5 per genotype) **(d)** in iWAT from 10-week-old C57BL/6 mice housed at RT or 5 °C for 3 days. **(e)** Oil red O (ORO) staining of beige adipocyte differentiated from SVCs isolated from iWAT of Atf4^WT^ and Atf4^AKO^ mice (scale bar, 70 μm; n = 3 per genotype). **(f)** Quantitative RT-PCR analysis of *Fabp4*, *Ucp1,* and *Prdm16* during beige adipogenesis of Atf4^WT^ and Atf4^AKO^ SVCs (n = 3 per genotype and time point). **(g)** Oxygen consumption rate of Atf4^WT^ and Atf4^AKO^ beige adipocytes, as measured using the Seahorse XF96 Extracellular Flux analyzer. Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

### 3.5 Depletion of ATF4 impairs the increase of type 2 immunity

To investigate the metabolic alterations caused by ATF4 depletion during iWAT browning, we analyzed the expression of metabolism-related genes in Atf4^WT^ and Atf4^AKO^ mice housed at room temperature or cold condition using the NanoString Mouse Metabolic Pathways Panel. A normalized heatmap showed that while cold exposure for 3 days altered metabolic gene expression such as *Pdk4*, *Ppargc1a*, *Cox10*, *Sod2*, and *Ndufs8*, these changes were independent of ATF4 depletion (Supplementary Fig. 4a, Supplementary Table 3). To explore the detailed alterations, we analyzed the differential gene expression of Atf4^WT^ mice and Atf4^AKO^ mice under cold conditions. A volcano plot showed significant changes in 8 upregulated and 14 downregulated genes in Atf4^AKO^ mice under cold conditions (Fig. 3a, Supplementary Fig. 4b). Notably, pro-inflammatory cytokines, such as *Il6* and *Tnf* were significantly upregulated in the absence of ATF4 (Fig. 3a and b). These findings were corroborated by quantitative real-time PCR (qRT-PCR), which revealed elevated expression of pro-inflammatory cytokines, including *Il1b, Tnfα,* and *Il6* in Atf4^AKO^ iWAT under cold stress (Fig. 3c). Given that cold-induced energy expenditure is closely correlated with enhanced type 2 immune response [49,50], we next examined whether ATF4 deletion alters immune cells composition during iWAT browning. Flow cytometry analysis revealed a significant increase in the M2/M1 macrophage ratio after cold exposure (Fig. 3d and e). However, Atf4^AKO^ mice failed to expand their M2 macrophage populations in response to cold stress (Fig. 3d), resulting in a lower M2/M1 macrophage ratio (Fig. 3e). This was further supported by the upregulation of M1 macrophage-associated genes, *iNos* and *Itgax* (Fig. 3f), and a reduction in M2 marker genes, such as Arg*1* and *Cd206* (Fig. 3g). Together, these results suggest that ATF4 depletion disrupts the establishment of a cold-induced type 2 immune response during iWAT browning.

**Fig. 3:**
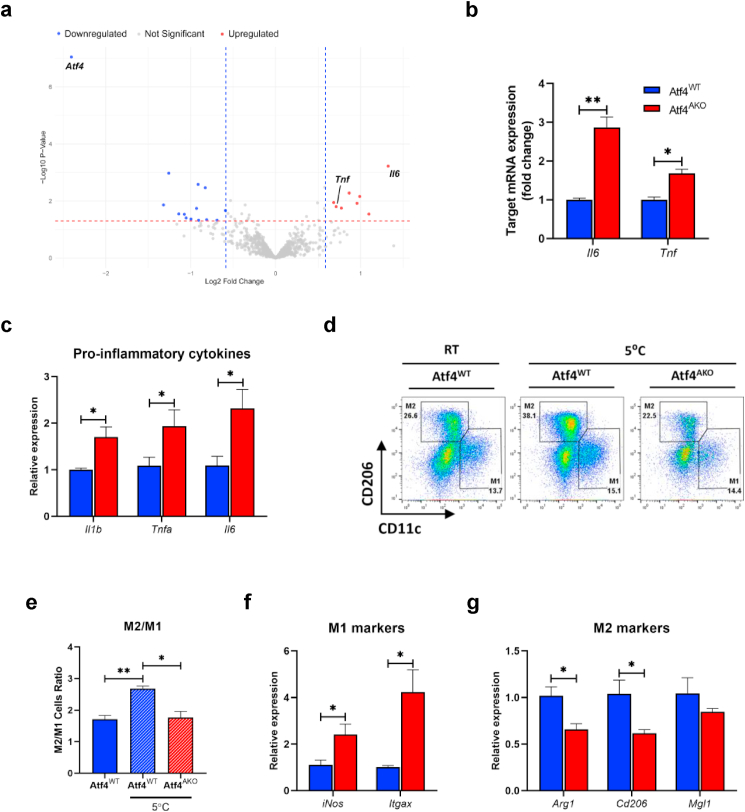
**ATF4 regulates macrophage homeostasis and inflammatory states in iWAT during cold exposure. (a)** Volcano plot analysis of differentially expressed genes from Metabolic Pathways Panel in iWAT from 10-week old Atf4^WT^ and Atf4^AKO^ mice housed at 5 °C for 3 days. Genes with a fold change >1.5 (red) or < - 1.5 (blue) and a P-value <0.05 are highlighted. **(b)** Relative normalized mRNA counts of *Il6* and *Tnf* from NanoString analysis. **(c**–**g)** Quantitative RT-PCR analysis of pro-inflammatory cytokines (*Il1b*, *Tnfa*, and *Il6*) **(c)**, representative flow cytometry **(d)**, M1 to M2 macrophage ratio **(e)**, quantitative RT-PCR analysis of M1 macrophage markers (*iNos* and *Itgax*) **(f)**, and M2 macrophage markers (Arg*1*, *Cd206*, *Mgl1*) **(g)** in iWAT from 10-week-old Atf4^WT^ and Atf4^AKO^ mice housed at RT or exposed to cold (5 °C) for 3 days (n = 5 per genotype). Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

### 3.6 ATF4 is required for maintaining mitochondrial ROS levels during cold exposure

Previous studies have shown that the accumulation of ROS contributes to an increased energy expenditure during cold exposure [27]. To investigate this, we examined the expression of 4-hydroxy-2-nonenal (4-HNE), a byproduct of lipid peroxidation widely recognized as a marker of oxidative stress. Western blot analysis revealed more accumulation of 4-HNE in the iWAT of Atf4^AKO^ mice after 24 h of cold exposure (Fig. 4a), whereas no such accumulation was observed in the BAT (Supplementary Fig. 5a). To assess whether ROS influence the altered mitochondrial respiration in Atf4^AKO^ mice, we treated both Atf4^WT^ and Atf4^AKO^ mice with MitoQ, a mitochondria-targeted derivative of the antioxidant ubiquinone and measured oxygen consumption. After MitoQ treatment, oxygen consumption, body weight, RER, locomotor activity, and food intake in Atf4^AKO^ mice were comparable to those in Atf4^WT^ mice (Fig. 4b, Supplementary Fig. 5b–f). Although Atf4^AKO^ mice treated with MitoQ exhibited a lower core body temperature in response to cold exposure, the drop was less pronounced and recovery occurred more rapidly—within approximately 24 h—compared to the untreated condition (Fig. 4c). In addition, MitoQ treatment had no effect on the expression of *Atf4* and *Ucp1* mRNA (Supplementary Fig. 5h). However, MitoQ significantly reduced the expression of *iNos* and *Itgax* (Fig. 4d) and *Il1b, Tnfα,* and *Il6* (Fig. 4e), which were upregulated by depletion of ATF4. These results suggest that ROS contribute to both increased energy expenditure and a pro-inflammatory state in Atf4^AKO^ mice during cold exposure.

**Fig. 4:**
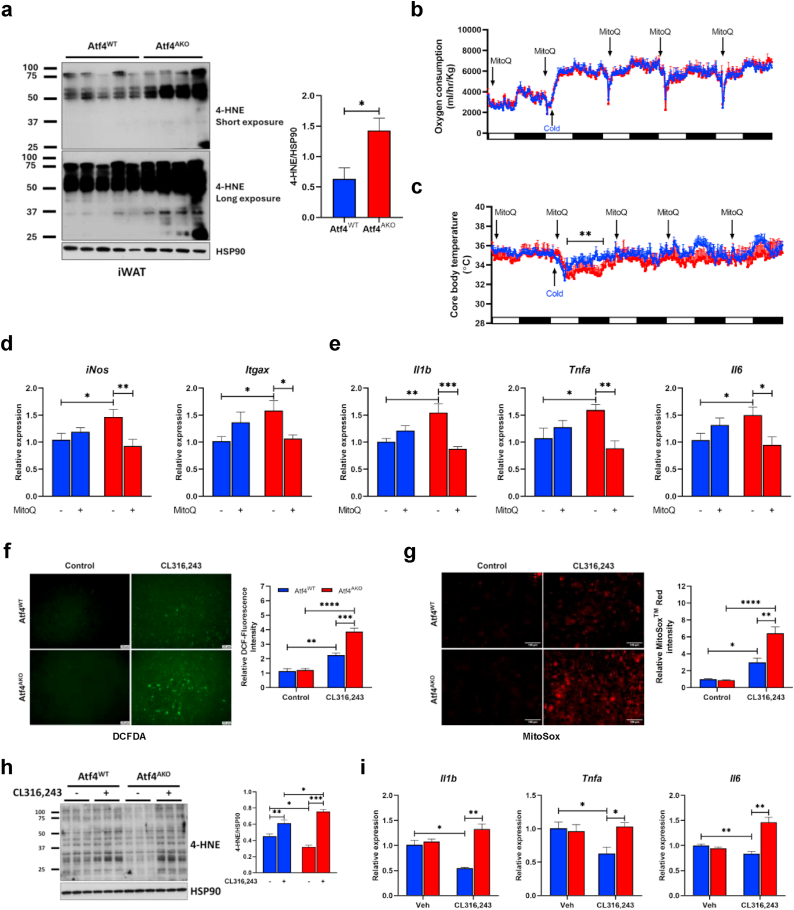
**ATF4 maintains mitochondrial ROS levels in adipocytes. (a)** Immunoblot analysis of 4-HNE (left) and densitometric quantification for 4-HNE normalized to HSP90 (right) in iWAT from 10-week-old Atf4^WT^ and Atf4^AKO^ mice exposed to cold (5 °C) for 24 h (n = 5 for Atf4^WT^; n = 4 for Atf4^AKO^). **(b**–**c)** Assessment of oxygen consumption **(b)** and core body temperature **(c)** in 10-week-old Atf4^WT^ and Atf4^AKO^ mice injected with MitoQ (5 mg/kg) during cold exposure (5 °C) (n = 4 per group). **(d and e)** Quantitative RT-PCR analysis of M1 macrophage markers (*iNos* and *Itgax*) **(d)** and pro-inflammatory cytokines (*Il1b*, *Tnfa*, and *Il6*) **(e)** in iWAT from 10-week-old Atf4^WT^ and Atf4^AKO^ mice exposed to cold (5 °C) for 3 days with or without injection of MitoQ (5 mg/kg) (n = 6 for Atf4^WT^ Vehicle treatment; n = 5 for Atf4^WT^ MitoQ treatment; n = 5 for Atf4^AKO^ Vehicle treatment; n = 6 for Atf4^AKO^ MitoQ treatment). **(f**–**i)** Fluorescence images and quantification of DCFDA staining **(f)** and MitoSox staining (scale bar, 100 μm; n = 3 per group) **(g)**, immunoblot analysis of 4-HNE (left) and densitometric quantification of 4-HNE normalized to HSP90 (right) (n = 3 per group) **(h)**, and quantitative RT-PCR analysis of pro-inflammatory cytokines (*Il1b*, *Tnfa*, and *Il6*) (n = 4 per group) **(i)** in Atf4^WT^ and Atf4^AKO^ white adipocytes treated with control or CL316,243 for 6 h. Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

Next, we investigated whether ATF4 depletion leads to increased ROS accumulation in adipocytes. ROS levels were assessed using DCFDA and MitoSox staining, which specifically detect ROS in the cytosol and mitochondria, respectively. CL-316,243 treatment induced DCFDA-positive cells in white adipocytes derived from the isolated SVCs of iWAT. This effect was more pronounced in ATF4-deficient adipocytes (Fig. 4f). MitoSox staining showed a similar trend, with a two-fold increase in ROS levels in ATF4- deficient adipocytes (Fig. 4g). The elevated ROS levels were corroborated by increased 4-HNE levels (Fig. 4h), suggesting that ATF4 depletion enhances mitochondrial ROS accumulation. Additionally, ATF4 depletion led to a significant increase in the expression of pro-inflammatory cytokines in adipocyte following CL-316,243 treatment (Fig. 4i). Given that ROS and 4-HNE modulate the mitochondrial respiration by activating UCPs or promoting proton leak [28,29,51], we examined whether elevated ROS levels in ATF4-deficient adipocytes contribute to increased mitochondrial proton leak. While basal and maximal mitochondrial respiration were not significantly altered in ATF4-deficient adipocytes after CL-316243 treatment (Supplementary Fig. 6a and b), the absence of ATF4 significantly increased proton leak in **ATF4-deficient** adipocytes treated with CL-316,243 (Supplementary Fig. 6c). Moreover, MitoQ treatment restored the elevated proton leak and pro-inflammatory cytokine expression induced by ATF4 deletion in adipocytes (Supplementary Fig. 6d–g). Together, these findings highlight that ATF4 is required for maintaining mitochondrial ROS homeostasis. Its depletion exacerbates ROS accumulation, which impacts mitochondrial respiration and promotes a pro-inflammatory state in adipocytes during cold exposure.

### 3.7 ATF4 regulates MTHFD2 expression to maintain redox balance in response to cold exposure

To monitor the immediate response of ATF4 to cold exposure, we performed RNA-seq analysis on iWAT from Atf4^WT^ and Atf4^AKO^ mice housed in temperature or exposed to cold for one day. 

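The experiment comprised 12 libraries, with 3 biological replicates in each of 4 groups: Atf4 WT and Atf4 AKO iWAT at RT (22 °C in the methods of the paper and about 24 °C in its discussion) and after 24 h at 5 °C. Atf4 AKO mice carry floxed *Atf4* alleles and *Adipoq*-Cre, and their floxed littermates served as Atf4 WT. Polyadenylated RNA was sequenced from strand-specific libraries. The authors filtered the reads with SOAPnuke, mapped them to the mouse genome (mm10) with STAR and counted uniquely mapped reads on each gene with featureCounts. They then divided the counts of each library by its DESeq2 size factor in pyDESeq2. The text of the paper does not state the strand setting of the counting. The deposited normalized counts cover 14159 genes, each listed by symbol and RefSeq identifier, and each gene had at least 1 read in every library. Division by the smallest value of each library gave whole reads for 100% of the values. Size factors recomputed from these reads differed from the deposited ones by at most 4.43e-10 in relative terms. Between 25719476 and 29105147 reads per library fell on the listed genes. The median was 28473577 reads in Atf4 WT at RT, 28669168 in Atf4 AKO at RT, 27070565 in cold-exposed Atf4 WT and 26772892 in cold-exposed Atf4 AKO mice. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 35.4 and 71.1. Differential expression was tested with limma on log2(normalized count + 1) for the 13404 genes with a mean of at least 10 normalized counts. The model held the mean of each of the 4 groups and a trend of the variance with expression. DEGs had a fold change over 1.5 in either direction and an unadjusted p-value under 0.05, and Benjamini-Hochberg adjusted p-values over all tested genes were computed beside them. With 3 libraries against 3, the smallest p-value of an exact permutation test is 0.1. Gene positions were taken from the GENCODE annotation of mm10.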

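*Ucp1*, which encodes the uncoupling protein of thermogenic adipocytes, is listed as NM_009463 and lies on the plus strand of chromosome 8 from 83290352 to 83298452. In Atf4 WT mice its normalized count was 443 ± 241 (SD, n = 3) at RT and 81029 ± 11913 (SD, n = 3) after cold exposure. This was a log2 fold change of 7.67 (standard error 0.47, adjusted p = 1.32e-05 from limma). In Atf4 AKO mice the count rose from 612 ± 426 to 97153 ± 20017, a log2 fold change of 7.51 (adjusted p = 8.69e-06). *Ppargc1a*, a transcriptional coactivator gene listed as NR_132764, lies on the minus strand of chromosome 5 from 51454250 to 51567726. Its count rose from 328 ± 67.8 to 1322 ± 268 in Atf4 WT and from 291 ± 34.0 to 1799 ± 567 in Atf4 AKO mice. The log2 fold changes were 2.01 (adjusted p = 0.000305) and 2.57 (adjusted p = 8.13e-05). *Cox8b*, a cytochrome c oxidase subunit gene listed as NM_007751, lies on the minus strand of chromosome 7 from 140898945 to 140900446. Its count rose from 2380.2 ± 358 to 6724 ± 1635 in Atf4 WT and from 2587 ± 623 to 6849 ± 1691 in Atf4 AKO mice, with log2 fold changes of 1.48 (adjusted p = 0.00123) and 1.41 (adjusted p = 0.00190). For each of these 3 genes and in each genotype, the 3 cold-exposed libraries lay above the 3 RT libraries. The cold response in Atf4 AKO minus that in Atf4 WT mice was −0.16 for *Ucp1*, 0.57 for *Ppargc1a* and −0.07 for *Cox8b* on the log2 scale, with adjusted p-values of at least 0.915. The largest move of any of these fold changes was that of *Ucp1* in Atf4 WT mice, to 8.79, when a lymphocyte score was added to the model. This score is the mean log2 value of B cell and T cell marker genes in each library. In Atf4 AKO mice, *Ucp1* moved most without Atf4 AKO RT replicate 0, to 8.04.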

Consistent with previous findings, cold exposure significantly upregulated thermogenic genes such as *Ucp1*, *Ppargc1a*, and *Cox8b* in both genotypes (Supplementary Fig. 7a). Gene ontology biological process (GO:BP) enrichment analysis revealed that pathways related to thermogenesis—such as cellular respiration, mitochondrial gene expression, mitochondrial transport, mitochondrial organization—were among the most significantly upregulated in both Atf4^WT^ and Atf4^AKO^ mice following cold exposure (Supplementary Fig. 7b and c), suggesting that core components of the thermogenic and mitochondrial transcriptional program are induced independently of ATF4. 

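In Atf4 WT iWAT, 2846 genes passed the DEG threshold between cold exposure and RT, 1459 of them higher and 1387 lower after cold exposure. Of these, 2362 also had an adjusted p-value under 0.05. In Atf4 AKO iWAT, 2309 genes passed, 1113 higher and 1196 lower, and 1785 of them had an adjusted p-value under 0.05. GO terms were not used here, and families of mitochondrial genes were selected by symbol instead. The 92 tested OXPHOS genes (subunits of complexes of the respiratory chain and ATP synthase, and cytochrome c) had a median log2 fold change of 0.60 in Atf4 WT and 0.62 in Atf4 AKO mice. In each genotype, 89 of the 92 genes were higher after cold exposure. Their mean log2 value in a library rose from 11.74 ± 0.11 to 12.36 ± 0.18 (SD, n = 3) in Atf4 WT and from 11.81 ± 0.11 to 12.45 ± 0.20 in Atf4 AKO mice (exact permutation test, two-sided p = 0.1 in each genotype). For the 76 genes of the mitochondrial ribosome, the median was 0.42 in Atf4 WT, with 72 genes higher, and 0.41 in Atf4 AKO mice, with 70 genes higher. The 23 genes of the mitochondrial import complexes had medians of 0.73 and 0.68, with 22 and 21 genes higher. These directions held under each scaling of the libraries that was tried. With limma's camera at a preset correlation between genes of 0.01, the adjusted p-values over 15 gene lists were 4.11e-18 and 7.09e-21 for OXPHOS, 6.82e-13 and 7.42e-14 for the mitochondrial ribosome, and 4.10e-10 and 1.31e-10 for import. All of these calls held under fry, with adjusted p-values of at most 0.0144. None held when camera estimated the correlation from the data, with unadjusted p-values between 0.0704 and 0.197. The cold responses of the genotypes differed by a median of 0.02 for OXPHOS and 0.01 for the mitochondrial ribosome, and the adjusted camera p-values for this difference were 0.922, 0.813 and 0.680 in the order given. The lymphocyte score moved a median most, to 1.16 for import in Atf4 WT mice. From pathways that rose in both genotypes, the paper proposes that the core of the thermogenic and mitochondrial program is induced by cold without ATF4.

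**Figure D1:**
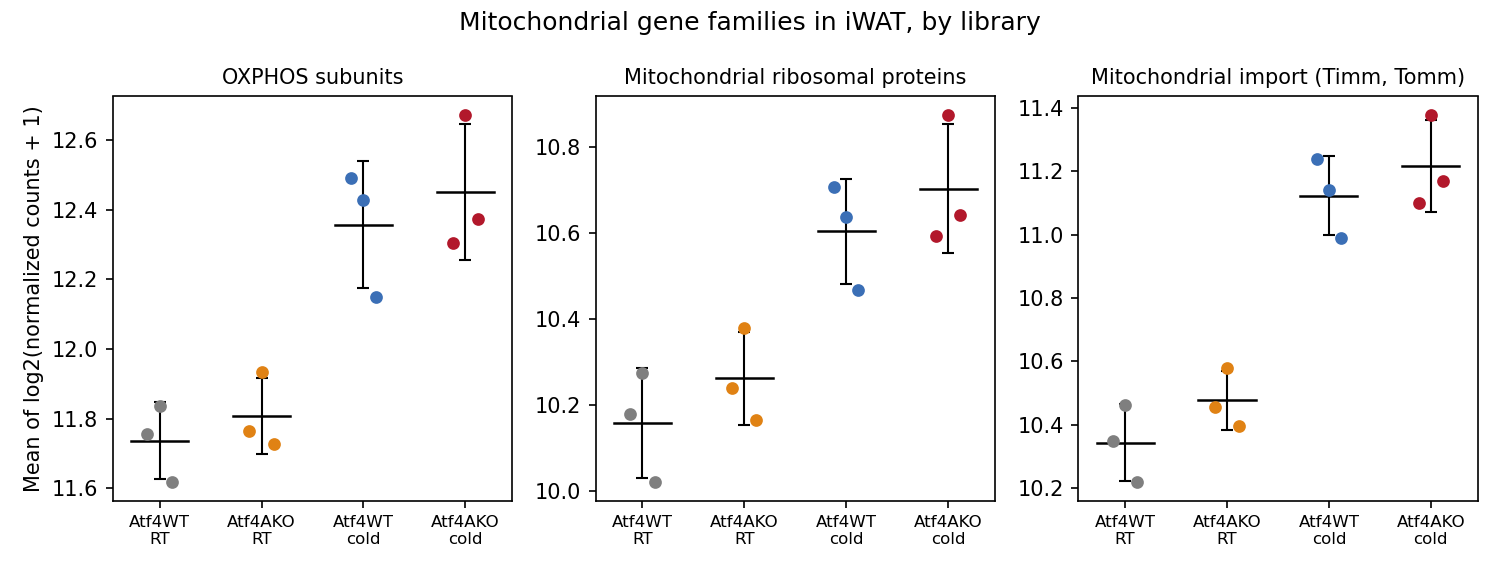
Mean of log2(normalized count + 1) over the genes of each family, with points for the 3 libraries of each group and lines and bars for their mean and SD. In each family and in each genotype, the 3 cold-exposed libraries lie above the 3 RT libraries.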

To investigate ATF4-specific changes in gene expression under cold conditions, we analyzed differentially expressed genes (DEGs) between iWAT of Atf4^WT^ and Atf4^AKO^ mice under cold exposure. 

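*Atf4*, the deleted gene, is listed as NM_009716 and lies on the plus strand of chromosome 15 from 80255184 to 80257541. Its normalized counts in cold-exposed mice were 7644, 7511 and 5756 in the 3 Atf4 WT libraries and 1579, 788 and 1179.8 in the 3 Atf4 AKO libraries. Between these groups, the log2 fold change was −2.604 (standard error 0.22, adjusted p = 0.000644 from limma). At RT the means were 4816 ± 791 (SD, n = 3) in Atf4 WT and 1568 ± 87.9 (SD, n = 3) in Atf4 AKO mice, a log2 fold change of −1.61 (adjusted p = 0.0762). After cold exposure, 858 genes passed the DEG threshold between Atf4 AKO and Atf4 WT iWAT. Of these, 810 were lower and 48 higher in Atf4 AKO mice, so that 94.4% were lower. At any fold change, 1571 genes had an unadjusted p-value under 0.05, against 670.2 that chance gives. The libraries of the 2 groups did not overlap for 2215 genes, which is 16.5% of the tested genes against 10% by chance. An adjusted p-value under 0.05 was reached by 4 of the 858 genes, all of them lower in Atf4 AKO mice. They were *Rps19bp1*, *Atf4*, *Atf5* and *Dnase1l3*. This number depended on the test, since edgeR's quasi-likelihood test gave 3 genes and DESeq2's Wald test gave 513. *Rps19bp1*, which lies 3074 bp from *Atf4*, had a log2 fold change of −2.76 (adjusted p = 0.000308). For *Atf5* it was −0.97 (adjusted p = 0.0156) and for *Dnase1l3* −4.25 (adjusted p = 0.0389). The higher genes with the smallest p-values were *Zfp949*, *Cacna1i*, *Eif4a2*, *Lhx6* and *Mal*, with log2 fold changes of 1.35, 4.15, 0.64, 0.66 and 0.88 and adjusted p-values of at least 0.0648. *Cacna1i* lies 29697 bp from *Atf4*. The alternative that moved the count of DEGs most without a change of the threshold was the lymphocyte score, with which 215 genes passed, 119 of them lower, and 15 of these 215 were among the 858. The score lay between 7.04 and 9.59 in cold-exposed Atf4 WT and between 3.41 and 5.00 in cold-exposed Atf4 AKO libraries, so it did not overlap between the genotypes. Without Atf4 WT cold replicate 2, 598 genes passed, 539 of them lower. The count of higher genes was 90 without Atf4 WT cold replicate 0 and 110 without Atf4 AKO cold replicate 1.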

Total 915 DEGs were identified in Atf4^AKO^ group compared to Atf4^WT^ group, including 869 downregulated and 46 upregulated genes (fold change >1.5 or < −1.5, p-value <0.05) (Fig. 5a). We then sought to identify *ATF4* target genes involved in mitochondrial function. Using the Mitocarta 3.0 database, which lists 1140 mitochondria-related genes, and the ChIP-Atlas database, which predicts 2909 *ATF4* target genes, we intersected these with our DEGs, yielding 6 overlapping downregulated genes (Fig. 5b). 

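The MitoCarta and ChIP-Atlas lists were not used here, and the 6 genes were taken from Fig. 5b. *Mthfd2*, a mitochondrial folate enzyme gene listed as NM_008638, lies on the minus strand of chromosome 6 from 83305691 to 83325908. Its normalized count after cold exposure was 396 ± 138 (SD, n = 3) in Atf4 WT and 94.7 ± 42.3 (SD, n = 3) in Atf4 AKO mice. The log2 fold change was −2.08 (standard error 0.33, adjusted p = 0.0648 from limma), and the adjusted p-value ranged from 1.92e-06 to 0.993 over the alternatives tried, with 0.00551 when Atf4 WT cold replicate 0 was left out. At RT its count was 164 ± 18.2 in Atf4 WT and 116 ± 28.6 in Atf4 AKO mice. *Mthfd2* rose with cold in Atf4 WT mice (log2 fold change 1.21, adjusted p = 0.0179) but not in Atf4 AKO mice (−0.36, adjusted p = 0.450). The adjusted p-value of the rise in Atf4 WT mice ranged from 0.00103 to 0.503 over the alternatives, with 0.0513 without Atf4 WT RT replicate 2 and 0.0711 without Atf4 WT cold replicate 1. The rise was 0.56 and its call was lost when the lymphocyte score was in the model. *Mthfd1l*, which encodes another mitochondrial folate enzyme, is listed as NM_001170785 and lies on the plus strand of chromosome 10 from 3973118 to 4167081. It had 113 ± 53.2 counts in cold-exposed Atf4 WT and 26.6 ± 13.5 in cold-exposed Atf4 AKO mice, a log2 fold change of −2.05 (adjusted p = 0.0695). *Shmt2* (NM_001252316, chromosome 10, minus strand, 127517123 to 127522444) fell from 639 ± 103 to 421 ± 44.4 counts, a log2 fold change of −0.59 (adjusted p = 0.0695). *Aldh18a1* (NM_019698, chromosome 19, minus strand, 40550257 to 40588463) fell from 260.4 ± 68.6 to 123 ± 53.0 counts, a log2 fold change of −1.15 (adjusted p = 0.141). *Slc25a12* (NM_172436, chromosome 2, minus strand, 71271063 to 71367749) fell from 258 ± 26.0 to 164 ± 42.0 counts, a log2 fold change of −0.68 (adjusted p = 0.388). *Bcl2a1d* (NM_007536, chromosome 9, minus strand, 88723285 to 88731914) fell from 111 ± 64.9 to 13.6 ± 9.80 counts, a log2 fold change of −3.12 (adjusted p = 0.139). Reads shared with its paralogs, which do not map uniquely, are not in these counts. The paralogs *Bcl2a1a* and *Bcl2a1b*, chosen after their values were seen, had log2 fold changes of −1.84 and −2.47. For each of the 6 genes, the 3 Atf4 AKO libraries lay below the 3 Atf4 WT libraries. All 6 passed the DEG threshold and had an unadjusted p-value under 0.05. With limma, 0 of them had an adjusted p-value under 0.05 over all tested genes and 6 when adjusted over the list alone. The latter is not independent evidence because the list was drawn from these libraries. With the test of pyDESeq2, the paper's tool and a later choice here, adjusted p-values over all genes were 1.92e-06 for *Mthfd2* and 0.000664 for *Mthfd1l*. They were 0.00226 for *Shmt2*, 0.00944 for *Bcl2a1d*, 0.0280 for *Aldh18a1* and 0.360 for *Slc25a12*. The cold response in Atf4 AKO minus that in Atf4 WT mice was −1.57 for *Mthfd2* and −2.04 for *Mthfd1l* on the log2 scale, with adjusted p-values of 0.474 and 0.481 from limma over all genes, and it was −0.79 for *Mthfd2* with the lymphocyte score in the model. Leaving out 1 library left between 4 and 6 of the 6 genes past the threshold, with 4 when Atf4 WT cold replicate 1, Atf4 WT cold replicate 2 or Atf4 AKO cold replicate 1 was left out. The calls of *Shmt2* and *Slc25a12* did not hold in 5 and 8 of 18 alternatives. With the lymphocyte score in the model, 0 of the 6 genes passed, and the log2 fold change of *Mthfd2* was −1.28 (adjusted p = 0.993).

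**Figure D2:**
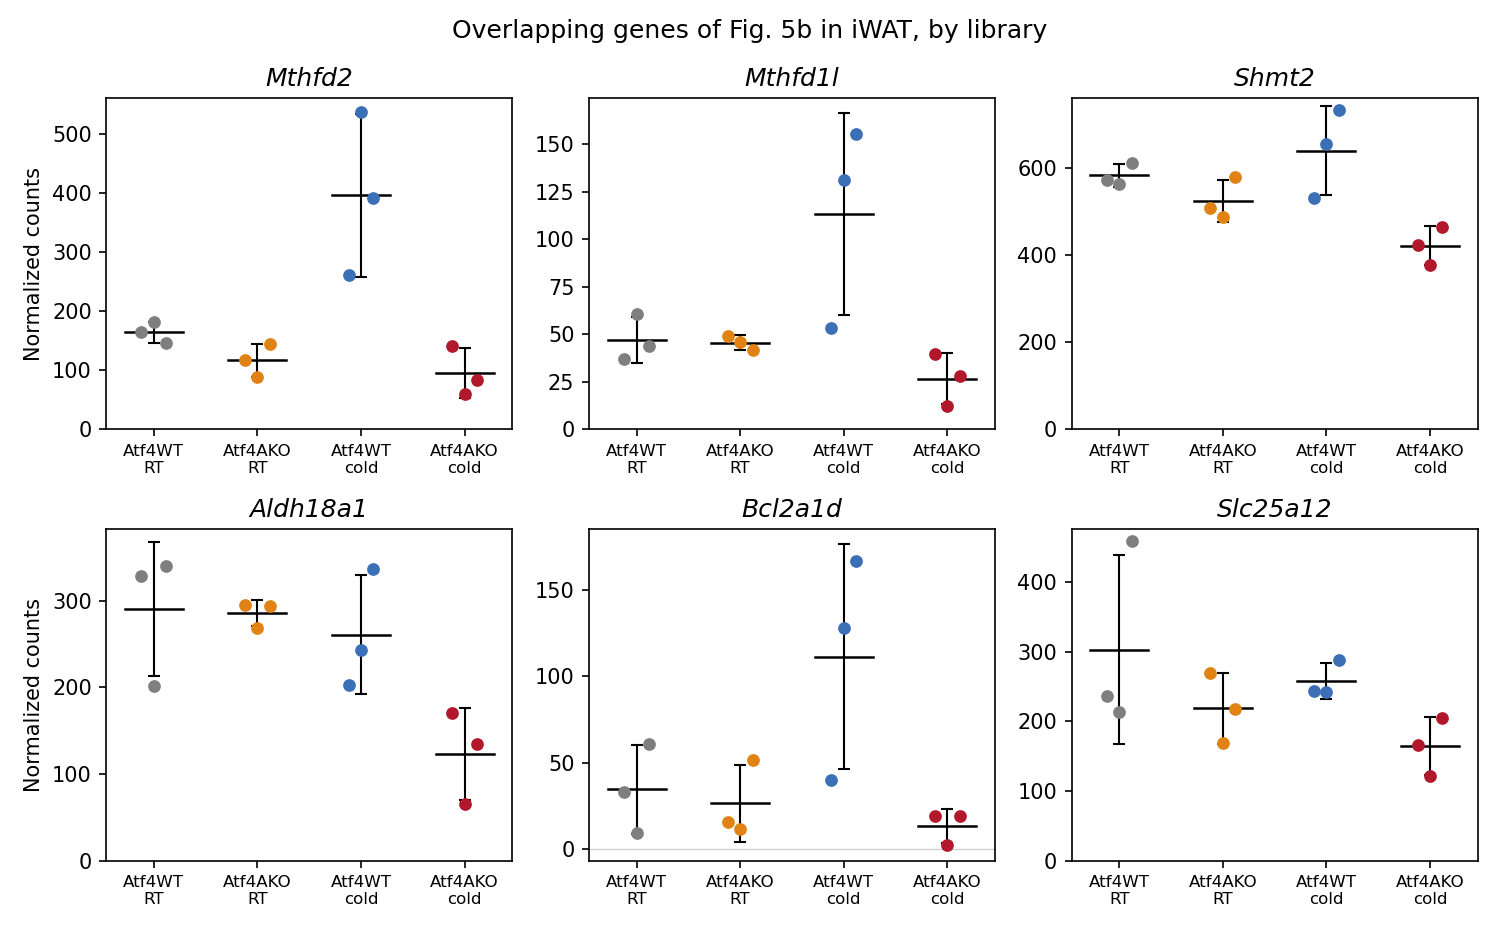
Normalized counts of the 6 genes of Fig. 5b in each library, with points for the 3 libraries of each group and lines and bars for their mean and SD. In cold-exposed mice, *Mthfd2* lies between 261 and 536 in the Atf4 WT libraries and between 59.0 and 141 in the Atf4 AKO libraries.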

To identify the direct targets of ATF4 among these 6 downregulated genes, we conducted transcription factor enrichment analysis of the 2 kb regions surrounding the transcription start sites (TSS). Among the 6 genes, MTHFD2 showed significant ATF4 enrichment in its TSS (Fig. 5c) and ChIP/qRT-PCR confirmed that ATF4 directly bound to the MTHFD2 promoter region (Fig. 5d). Furthermore, cold exposure robustly induced *Mthfd2* expression as early as 12 h post-exposure (Supplementary Fig. 8a), and this increase was significantly repressed in Atf4^AKO^ mice (Fig. 5e). Western blot analysis further confirmed that Atf4^AKO^ mice failed to induce MTHFD2 protein in response to cold exposure (Fig. 5f). We also examined other genes involved in one-carbon metabolism from the selected genes but found that *Mthfd1* and *Shmt2* expression remained unchanged in the absence of ATF4, indicating that MTHFD2 is specifically regulated by ATF4 during cold exposure (Supplementary Fig. 8b).

**Fig. 5:**
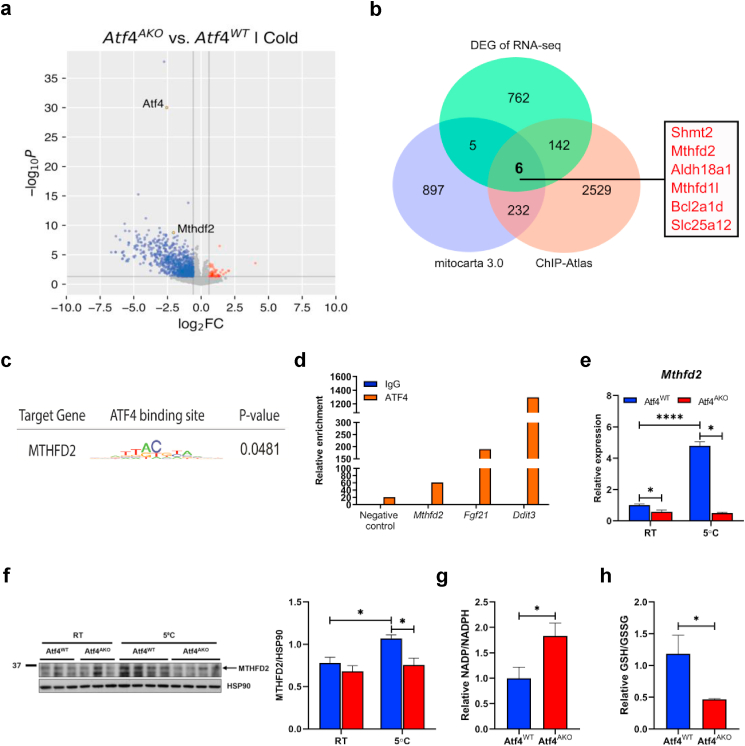
**ATF4 regulates MTHFD2 expressions and maintains redox balance. (a)** Transcriptomic analysis of iWAT from Atf4^WT^ and Atf4^AKO^ mice exposed to cold (5 °C) for 24 h. RNA-seq results are presented as a volcano plot. Genes with fold change >1.5 (red) or < −1.5 (blue) and p-value <0.05 are highlighted. **(b)** Venn diagram of genes from differentially expressed genes (DEG), Mitocarta 3.0, and ChIP-Atlas lists. Overlapping genes from the three lists are labeled in red. **(c)** Transcription factor enrichment analysis of promoter regions of genes labeled in red from Venn diagram shows significant enrichment of ATF4 binding sites in *Mthfd2*. **(d)** ChIP assay performed in differentiated white adipocytes; *Fgf21* and *Ddit3* were used as well-known ATF4 target genes. **(e**–**f)** Quantitative RT-PCR analysis of *Mthfd2* (n = 5 per genotype) **(e)** and immunoblot analysis of MTHFD2 (left) and densitometric quantification of MTHFD2 normalized to HSP90 (right) (n = 3 per genotype housed at RT; n = 4 per genotype exposed to cold) **(f)** in iWAT from 10-week-old Atf4^WT^ and Atf4^AKO^ mice housed at RT or exposed to cold (5 °C) for 3 days. **(g**–**h)** Ratios of NADP+/NADPH **(g)** and GSH/GSSG **(h)** in iWAT from 10-week-old Atf4^WT^ and Atf4^AKO^ mice exposed to cold (5 °C) for 3 days (n = 4 for Atf4^WT^; n = 5 for Atf4^AKO^). Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

**MTHFD2** is essential for maintaining the redox balance in the mitochondria by producing NADPH, which is used to regenerate GSH from GSSG [24,52]. We found that cold exposure of Atf4^AKO^ mice led to an increased NADP+/NADPH ratio (Fig. 5g) and a decreased GSH/GSSG ratio (Fig. 5h) in iWAT. In **white adipocytes**, treatment with CL-316,243 for 6 h significantly increased the NADP+/NADPH ratio in the absence of ATF4 (Supplementary Fig. 8c), indicating compromised redox regulation at both tissue and cellular levels in the absence of ATF4. Notably, GSEA revealed that gene sets associated with ROS regulation were not significantly altered by ATF4 deletion in iWAT (Supplementary Fig. 8d). 

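The members of the GO terms of Supplementary Fig. 8d were not used here, and a list of 39 antioxidant genes selected by symbol was tested in their place. It holds superoxide dismutases, catalase, glutathione peroxidases, peroxiredoxins, thioredoxins, glutaredoxins, enzymes of glutathione and NADPH supply, other genes of the oxidative stress response such as *Hmox1*, *Nqo1* and *Oxr1*, the regulators *Nfe2l2* and *Keap1*, and the uncoupling protein gene *Ucp2*. Between cold-exposed Atf4 AKO and Atf4 WT iWAT, their median log2 fold change was 0.13, and the highest was 0.36. Of the 39 genes, 35 were higher in Atf4 AKO mice. None passed the DEG threshold, 1 had an unadjusted p-value under 0.05, which was *Ucp2* at −0.57, and 0 had an adjusted p-value under 0.05, either over all tested genes or adjusted over the list alone. The mean log2 value of the list in a library was 11.65 ± 0.11 (SD, n = 3) in Atf4 WT and 11.76 ± 0.03 (SD, n = 3) in Atf4 AKO mice, which overlapped between the groups (exact permutation test, two-sided p = 0.2). For the list as a set, limma's camera at its preset correlation gave an adjusted p-value of 0.0110. This call did not hold under fry, with an unadjusted p-value of 0.163, or with an estimated correlation, with an unadjusted p-value of 0.340. Without Atf4 WT cold replicate 2, the median was 0.043 and the camera call was lost, with an unadjusted p-value of 0.296. With the lymphocyte score in the model, the direction reversed to a median of −0.19.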

Consistently, qRT-PCR analysis confirmed that the expression levels of key antioxidant-related genes, including **Sod1*,* Sod2,** and **Gpx1,** were comparable between WT and ATF4-deficient adipocytes (Supplementary Fig. 8e).

We next investigated whether recovery of MTHFD2 would be sufficient to restore mitochondrial proton leak and reduce the pro-inflammatory state in Atf4^AKO^ adipocytes. To do this, we generated a doxycycline-inducible lentiviral vector by cloning *Mthfd2* into the pLV-Tet-On backbone. Using this lentiviral system, we induced MTHFD2 expression in white adipocytes differentiated from SVCs of Atf4^AKO^ mice. Gene expression analysis showed that ATF4-deficient adipocytes reduced *Mthfd2* expression compared to Atf4^WT^ adipocytes after CL316,243 treatment. Overexpression of MTHFD2 in Atf4^AKO^ adipocytes restored its expression similar to those in Atf4^WT^ adipocytes, without affecting *Atf4* or *Ucp1* mRNA expression (Supplementary Fig. 9a). Furthermore, overexpression of MTHFD2 reduced mitochondrial ROS accumulation in Atf4^AKO^ adipocytes treated with CL316,243, as evidenced by a reduction in MitoSox fluorescence signal (Supplementary Fig. 9b). Finally, MTHFD2 overexpression in Atf4^AKO^ adipocytes restored the increased proton leak (Supplementary Fig. 9c) and reduced pro-inflammatory cytokines expression (Supplementary Fig. 9d) following CL316,243 treatment. Together, these data suggest that MTHFD2 plays a key role in mediating ATF4 function, helping to maintain ROS homeostasis, mitochondrial proton leak, and an inflammatory state in adipocytes.

### 3.8 Pharmacological inhibition of MTHFD2 impairs mitochondrial respiration, lowers core body temperature and increases pro-inflammation

Next, we investigated whether MTHFD2 inhibition could mimic the phenotypic traits observed in Atf4^AKO^ mice. For this purpose, DS18561882, a selective MTHFD2 inhibitor, was administered orally twice daily to 10- week-old C57BL/6 mice, starting one day before cold exposure and continuing throughout the cold exposure period [53,54] (Fig. 6a). DS18561882 treatment did not affect mice body or adipose tissue weight (Fig. 6b and c). Metabolic analysis revealed that mice treated with DS18561882 had significantly higher energy expenditure compared to the vehicle-treated mice after 1.5 days of cold exposure (Fig. 6d). Notably, these mice also exhibited a lower core body temperature immediately following cold exposure, with delayed recovery, requiring approximately 1.5 days to reach a temperature similar to that of the vehicle group (Fig. 6e). In addition, DS18561882 treatment resulted in an elevated NADP+/NADPH ratio and a reduced GSH/GSSG ratio in iWAT (Fig. 6f and g), indicative of an alteration in redox homeostasis similar to that observed in Atf4^AKO^ mice. DS18561882 treatment had no effect on the expression of *Atf4*, *Ucp1*, and *Mthfd2* in iWAT (Fig. 6h). However, it significantly upregulated the expression pro-inflammatory cytokine genes (Fig. 6i), increased the expression of M1 macrophage-related genes (Fig. 6j), and decreased the expression of M2 macrophage-related genes (Fig. 6k).

**Fig. 6:**
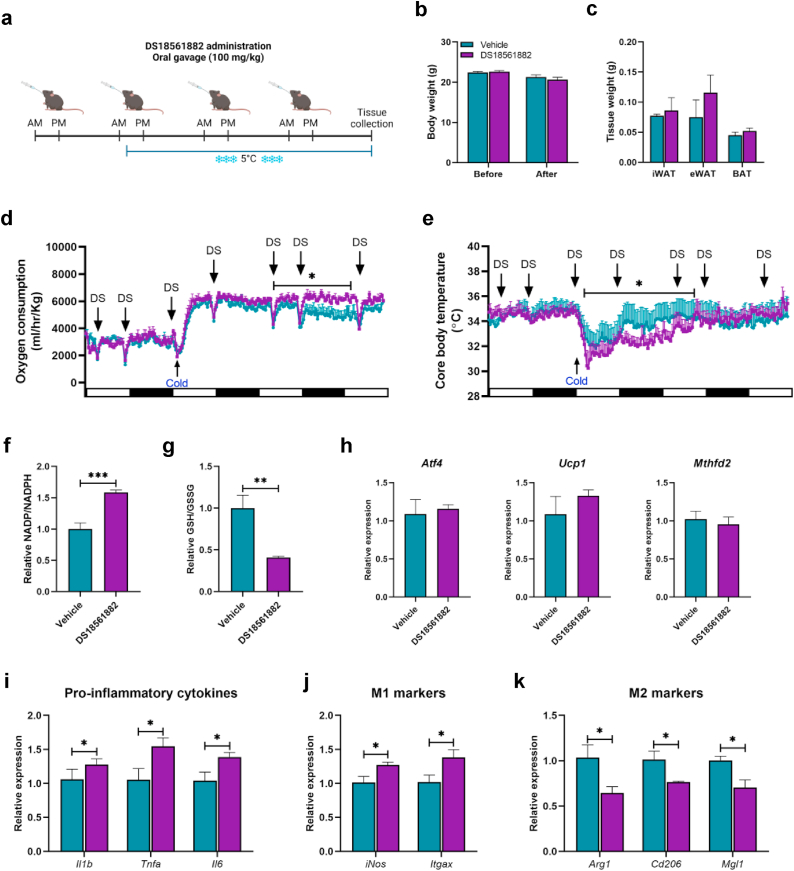
**Chemical inhibition of MTHFD2 leads to impaired energy homeostasis and inflammatory state *in vivo*. (a)** Graphical scheme of DS18561882 oral gavage administration (100 mg/kg). **(b**–**e)** Body weight **(b)** and tissue weight **(c)** before and after cold exposure, assessment of oxygen consumption **(d)**, and core body temperature **(e)** in 10-week-old C57BL/6 mice administered vehicle or DS18561882 (100 mg/kg) (n = 4 for vehicle; n = 5 for DS18561882). **(f**–**k)** Ratios of NADP+/NADPH **(f)** and GSH/GSSG **(g)**, quantitative RT-PCR analysis of *Atf4*, *Ucp1*, and *Mthfd2***(h)**, pro-inflammatory cytokines **(i)**, M1-macrophage markers **(j)**, and M2-macrophage markers **(k)** in iWAT from 10-week-old C57BL/6 mice administered vehicle or DS18561882 (100 mg/kg) (n = 4 for vehicle; n = 5 for DS18561882). Data are presented as mean ± SEM. ∗∗∗*p* < 0.005, ∗∗*p* < 0.01, ∗*p* < 0.05.

In *in vitro* experiments, co-treatment of CL316,243 and DS18561882 led to an increased NADP+/NADPH ratio (Supplementary Fig. 10d) and a decrease in the GSH/GSSH ratio (Supplementary Fig. 10e). MitoSox staining revealed that DS18561882 treatment significantly elevated mitochondrial ROS levels (Supplementary Fig. 10f). Immunoblot analysis revealed that DS18561882 treatment did not affect MTHFD2 protein expression in CL316,243-treated adipocytes (Supplementary Fig. 10g). Furthermore, the expression of pro-inflammatory cytokines was significantly increased (Supplementary Fig. 10h). Notably, **MTHFD2 inhibition** caused a greater proton leak than that induced by CL-316,243 alone in adipocytes, although it did not significantly affect basal or maximal mitochondrial respiration (Supplementary Fig. 10i–k). Taken together, these findings underscore the role of ATF4-MTHFD2 axis in maintaining mitochondrial redox balance, which subsequently influences mitochondria proton leak and pro-inflammatory state during the browning of iWAT (Fig. 7).

**Fig. 7:**
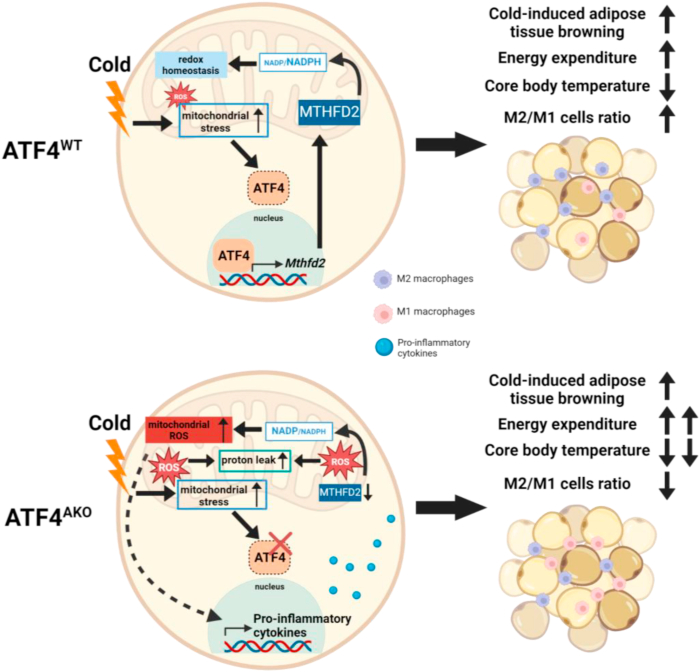
**Proposed model for the role of ATF4 during cold-induced browning**. ATF4 is rapidly activated in iWAT in response to acute cold exposure, where it plays a pivotal role in regulating MTHFD2 expression to maintain mitochondrial redox homeostasis. This regulation is essential for beige adipocyte function, facilitating systemic energy expenditure and preserving adipose tissue homeostasis during the browning of iWAT.

## 4 Discussion

The browning of white adipocytes during cold exposure is characterized by a marked transition from energy-storing cells to energy-dissipating cells. This process is associated with the upregulation of thermogenic genes, such as *UCP1*, increased mitochondrial respiration, and enhanced mitochondrial biogenesis [8,10]. Despite these extensive changes in mitochondrial quantity and quality, the mechanisms by which adipocytes maintain mitochondrial homeostasis during browning remain poorly understood. In this study, we provide evidence that ISR is activated early during cold exposure, with a particular focus on the transcription factor, ATF4, which is a key effector of ISR. Our data demonstrated that ATF4 is essential for the regulation of mitochondrial adaptation in adipocytes, specifically by regulating redox homeostasis through the enzyme MTHFD2. We observed that the depletion of ATF4 or inhibition of MTHFD2 activity led to higher ROS accumulation in adipocytes. Moreover, the inhibition of MTHFD2 by selective inhibitor treatment *in vivo* results in altered systemic energy regulation, which is characterized by an impaired mitochondrial respiration, required higher energy expenditure to maintain core body temperature. Additionally, the inhibition of MTHFD2 also exhibited a disruption in immune homeostasis in iWAT, as evidenced by heightened pro-inflammatory state such as increased gene expression of *Il1b*, *Tnfa*, and *Il6* and M1 macrophages in adipose tissue after cold exposure. Importantly, these phenotypes were reversed by alleviating oxidative stress with MitoQ treatment. Together, these findings suggest that ATF4 plays a role in regulating redox homeostasis and mitochondrial adaptation through MTHFD2 during the cold-induced browning of iWAT.

An important factor influencing mitochondrial respiratory activity is the regulation of oxidants and antioxidants, known as redox balance. ROS levels increase with increased mitochondrial activity, and maintaining appropriate ROS concentrations is crucial for sustaining mitochondrial function [55,56]. Previous studies have shown that cold exposure elevates ROS levels in brown adipocytes, leading to enhanced UCP1 activity or proton leakage and resulting in increased energy expenditure [27]. Unlike brown adipocytes, beige adipocytes emerge from browning of white adipocytes in response to cold exposure. This process significantly increases both mitochondrial respiration and mitochondrial mass. Although the redox balance is likely to be critical during the formation of beige adipocytes, there is currently no evidence on how the redox balance is regulated during this browning process. In this study, we demonstrated that ATF4 plays a key role in regulating the redox balance during the early browning of white adipocytes after cold exposure. When this regulation is impaired, the beige adipose tissue unlikely maintains its balance between energy metabolism and tissue remodeling. Specifically, in Atf4^AKO^ mice, we observed increased energy expenditure and promoted pro-inflammatory immune responses in the adipose tissue. This pro-inflammatory state is atypical for beige adipose tissue, as previous studies have consistently shown that cold exposure promotes an anti-inflammatory environment [49,57]. Our findings suggest that ROS accumulation is a factor in this discrepancy, as elevated ROS levels and the formation of 4-HNE, a lipid byproduct induced by ROS, were observed in iWAT and adipocytes from Atf4^AKO^. Moreover, the phenotypes observed in Atf4^AKO^ mice were fully recovered by treatment with the antioxidant, MitoQ. The significance of this redox balance by ATF4 lies in the adaptive response of adipose tissue to different stresses. While increased energy expenditure in Atf4^AKO^ mice during cold exposure could help reduce body weight, the persistent pro-inflammatory state may increase susceptibility to metabolic disturbances, especially when exposed to other stressors, such as a high-fat diet. Additionally, we found that ROS influenced thermogenic function in beige adipocytes. Although Atf4^AKO^ mice exhibited higher energy expenditure, they also exhibited lower core body temperatures after cold exposure. The existing literature suggests that ROS-induced increases in energy expenditure may occur through proton leakage, independent of UCP1-mediated heat production [31,58]. Notably, our ex vivo experiments demonstrated that iWAT of Atf4^AKO^ mice exhibited increased mitochondrial proton leak without changes in UCP1-mediated respiration following 24 h of cold exposure. The 4-HNE has been implicated in promoting proton leak through interactions with fatty acids. Therefore, the elevated 4-HNE levels observed in iWAT of ATF4-deficient mice and adipocytes may explain the discrepancy between energy expenditure and core body temperature.

Recent studies have highlighted the role of ATF4 in cold-induced thermogenesis within brown adipose tissue (BAT). Bjorkman et al. demonstrated that ATF4 expression in thermogenic adipocytes is essential for maintaining core body temperature and for the proper induction of thermogenic genes, including *Fgf21* and *Ucp1*, during cold exposure. However, while our study observed similar physiological phenotypes in mice with ATF4-depleted adipocytes, we noted distinct differences in the expression of thermogenic gene. This discrepancy likely arises from the differences between the two studies, including the Cre recombinase models employes and the specific environmental conditions under which cold exposure was conducted. The previous study used *Ucp1*-Cre mice to delete ATF4, while our study employed *Adipoq*-Cre mice model. In the adult mice, *Ucp1* expression is primarily confined to brown adipocytes, and thus *Ucp1*-Cre predominantly induces recombination in brown adipocytes, while *Adipoq*-Cre targets a broader population of mature adipocytes, including white, beige, and brown fat depots. It is plausible that, unlike *Ucp1*-Cre, the use of *Adipoq*-Cre results in the deletion of ATF4 from birth, potentially allowing for compensatory effects during growth, thus masking differences in thermogenic gene expression observed during cold exposure. However it is worth noting that *Ucp1* is also detectable in the iWAT of young mice housed in standard vivarium conditions (∼20–24 °C, mild cold), reflecting transient beige adipocyte activity during postnatal development [57]. Moreover, despite using *Ucp1*-Cre mice, the study by Paulo et al. also found no changes in thermogenic gene expression in iWAT [35]. In addition to genetic model differences, the conditions under which the mice were housed and exposed to cold may also explain the observed variations. Bjorkman et al. housed their mice at thermoneutrality (30 °C) for 3 days prior to cold exposure. This pre-conditioning likely further suppresses basal thermogenic gene expression while enhancing cold-induced transcriptional response. However, our mice were maintained at room temperature (∼24 °C) prior to cold exposure, a condition that may allow for partial beige adipocyte activity, potentially dampening the magnitude of cold-induced gene expression changes. Moreover, cold exposure in thermoneutral-housed mice may trigger a more robust cellular and systemic stress response, potentially activating a wider range of mechanisms including thermogenic programs.

Our findings suggest that ATF4 regulates redox balance via MTHFD2 during the browning of white adipocytes. MTHFD2 is a key protein involved in one-carbon metabolism in the mitochondria, with two main functions: purine synthesis and redox balance regulation [59,60]. In this study, we demonstrated that ATF4 directly enhanced MTHFD2 expression in response to cold exposure and that MTHFD2 expression was suppressed in Atf4^AKO^ mice. Reduced MTHFD2 levels in Atf4^AKO^ cells led to an increased NADP+/NADPH ratio, which impaired glutathione reduction and resulted in a higher GSSG/GSH ratio. This suggest that the ROS accumulation in Atf4^AKO^ mice was due to the decreased expression of MTHFD2. It is unclear whether purine concentration can affect increased energy expenditure in Atf4^AKO^ mice. Previous studies have shown that purines, such as ADP and GDP inhibit UCP1 activity [61,62]. Additionally, another research demonstrated that a reduction in MTHFD2 expression leads to lower purine levels [54], assuming that the decreased MTHFD2 expression in Atf4^AKO^ mice could potentially eliminate the inhibition of UCP1 activity, thereby promoting higher energy expenditure. However, it is unlikely that energy metabolism via purine synthesis is involved. First, there are conflicting metabolic pathways, as purine synthesis is an anabolic process, while cold-induced thermogenesis is driven by catabolic metabolism. Second, we observed no changes in the expression of *Shmt2* or *Mthfd1*, other proteins involved in one-carbon metabolism, in the Atf4^AKO^ mice. Third, purines are essential for mitochondrial and nuclear DNA replication, but there was no significant alteration in mitochondrial DNA content in Atf4^AKO^ cells, suggesting that purine concentration does not play a major role in modulating energy expenditure.

Although ISR has been extensively studied in the context of cellular stress regulation across various cell types [32,33], its physiological significance in beige adipocytes remains unclear. In the present study, we observed that thermogenic activation precedes mitochondrial biogenesis during the browning of white adipocytes in response to cold exposure. It is unclear why thermogenic activation and mitochondrial biogenesis are sequentially regulated during the early stages of iWAT browning. This sequential regulation may be crucial for efficient energy distribution, enabling an immediate response to fluctuating environmental temperatures. First, to survive a decrease in body temperature, organisms prioritize thermogenic activation by channeling all available energy into essential thermogenic machinery, such as UCP1, before increasing mitochondrial content. By maximizing thermogenic activation first, organisms effectively conserve energy during the initial cold response. Second, organisms prevent unnecessary energy expenditure in mitochondrial biogenesis or mitophagy in preparation for further temperature changes [63]. Both are an energy-intensive process that requires substantial resources for the complex, multi-step process involved. As shown in this study, the modulation of mitochondrial OXPHOS subunits at the translational level is suggested by the observed discrepancy between the timing of OXPHOS subunit mRNA expression and protein synthesis upon eIF2α phosphorylation. Specifically, a delay in protein translation can limit the immediate synthesis of mitochondrial components, thus prioritizing thermogenesis over mitochondrial expansion during the initial cold exposure phase. 10.13039/100014337Furthermore, our previous findings support this hypothesis, showing that persistent phosphorylation of eIF2α in brown adipocytes inhibits the mitochondrial translation of OXPHOS subunits, resulting in abnormal mitochondrial morphology and dysfunctional bioenergetics [45]. Considering the function of eIF2α and ATF4 as observed, ISR is required for iWAT browning via regulation of mitochondrial adaptation early in cold stimulation.

## 5 Conclusions

Our study revealed adaptive mechanisms controlled by ATF4 during the transition from white to beige adipocytes in response to cold exposure. We showed that mitochondrial stress occurs early during cold exposure, triggering the activation of ATF4-mediated ISR, which is crucial for maintaining the functional accumulation of mitochondrial ROS and redox balance through the regulation of MTHFD2 expression. Additionally, our findings highlight the importance of ATF4-mediated regulation of mitochondrial ROS in sustaining systemic energy expenditure and preserving immune homeostasis in the beige adipose tissue during cold stress. Given that adult humans have relatively low levels of constitutively active BAT, most of their thermogenic adipose tissue must be recruited and activated by prolonged cold exposure or pharmacological triggers [64]. Understanding the detailed molecular mechanisms driving cold-induced adipose tissue browning could offer valuable insights for the development of novel strategies to prevent or treat obesity and related metabolic disorders.

## 6 Limitations of the study

This study has several limitations. While our findings show that adipocyte-specific deletion of ATF4 disrupts redox homeostasis and induces a pro-inflammatory state in iWAT during cold exposure, it remains unknown whether these effects are reversible upon rewarming to room temperature or whether they increases vulnerability to metabolic dysfunction under additional stressors, such as high-fat diet feeding. Moreover, due to technical challenges in directly measuring ROS levels during cold-induced adipose tissue browning, we relied on 4-HNE, a lipid peroxidation byproduct, as an indirect indicator of ROS. Finally, although our data suggest that elevated ROS accumulation in ATF4-deficient adipocytes contributes to increased mitochondrial proton leak, the underling molecular mechanism are yet to be fully understood. Future investigations should address these unresolved questions.

## CRediT authorship contribution statement

**Rehna Paula Ginting:** Writing – original draft, Visualization, Validation, Methodology, Formal analysis, Data curation. **Hoang-Anh Pham-Bui:** Writing – original draft, Investigation, Formal analysis. **Choijamts Munkhzul:** Software, Formal analysis. **Siti Aisyah Fuad:** Writing – review & editing, Validation. **Ahyeon Son:** Software, Formal analysis. **Jong-Seok Moon:** Software, Resources. **Jaeseok Han:** Writing – review & editing, Supervision, Resources. **Mihye Lee:** Writing – review & editing, Supervision, Resources, Funding acquisition, Formal analysis. **Min-Woo Lee:** Writing – review & editing, Supervision, Investigation, Funding acquisition, Data curation, Conceptualization.

## Data availability

The raw RNA-seq data have been deposited in the GEO database under accession number GSE294416.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Regulation of redox homeostasis by ATF4-MTHFD2 axis during white adipose tissue browning
**Source:** Redox Biol. 2025 Jun 9;85:103715. doi: 10.1016/j.redox.2025.103715

# Supplementary Fig. 1

**a**

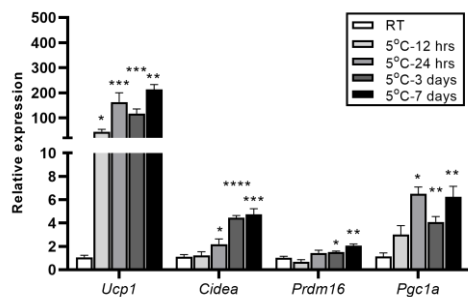

**b**

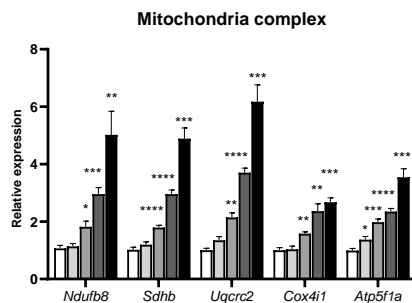

**c**

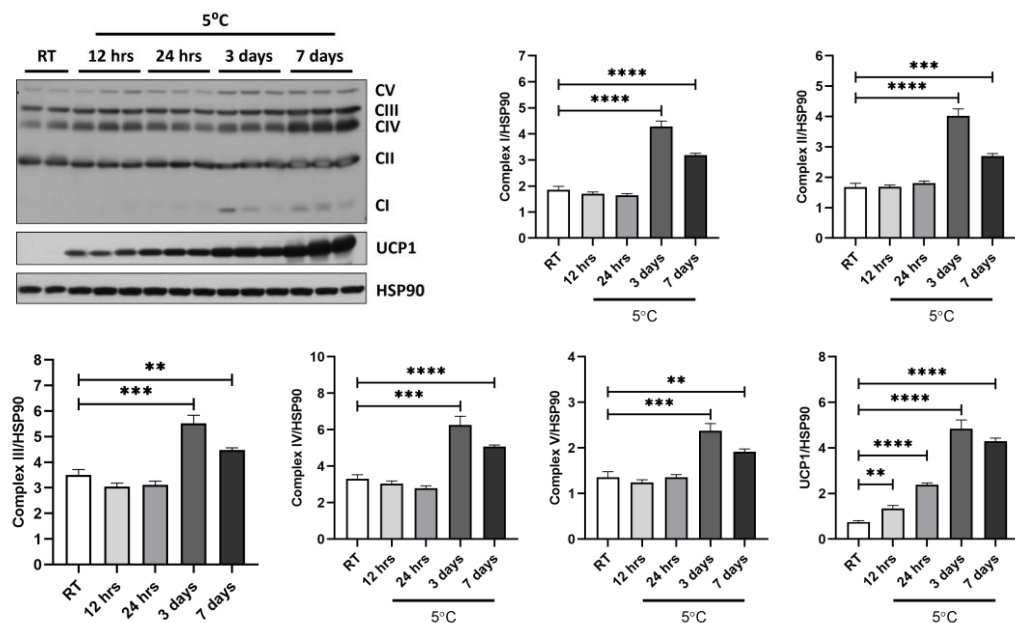

d

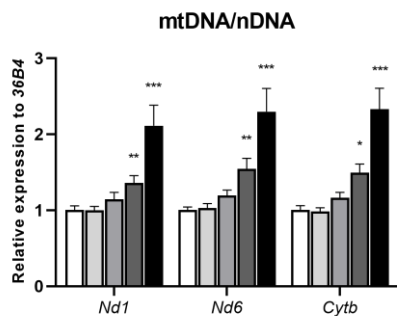

e

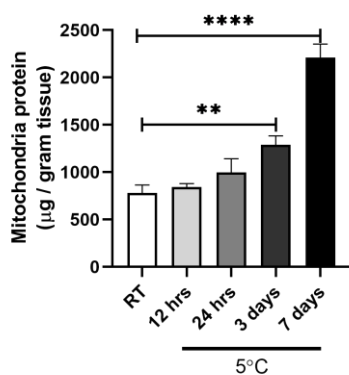

f

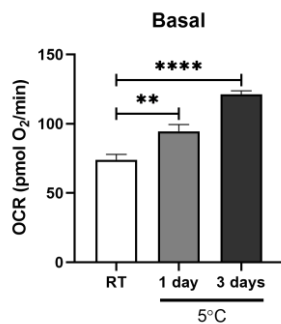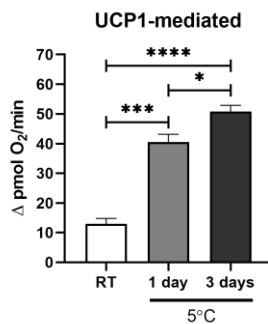

g

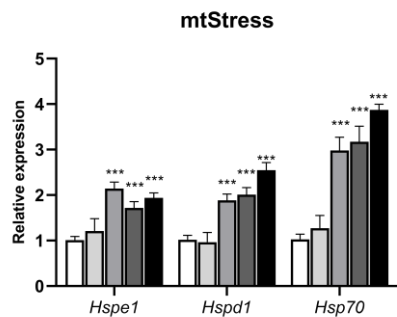

h

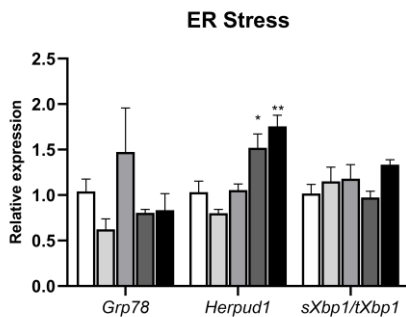

# Supplementary Fig. 2

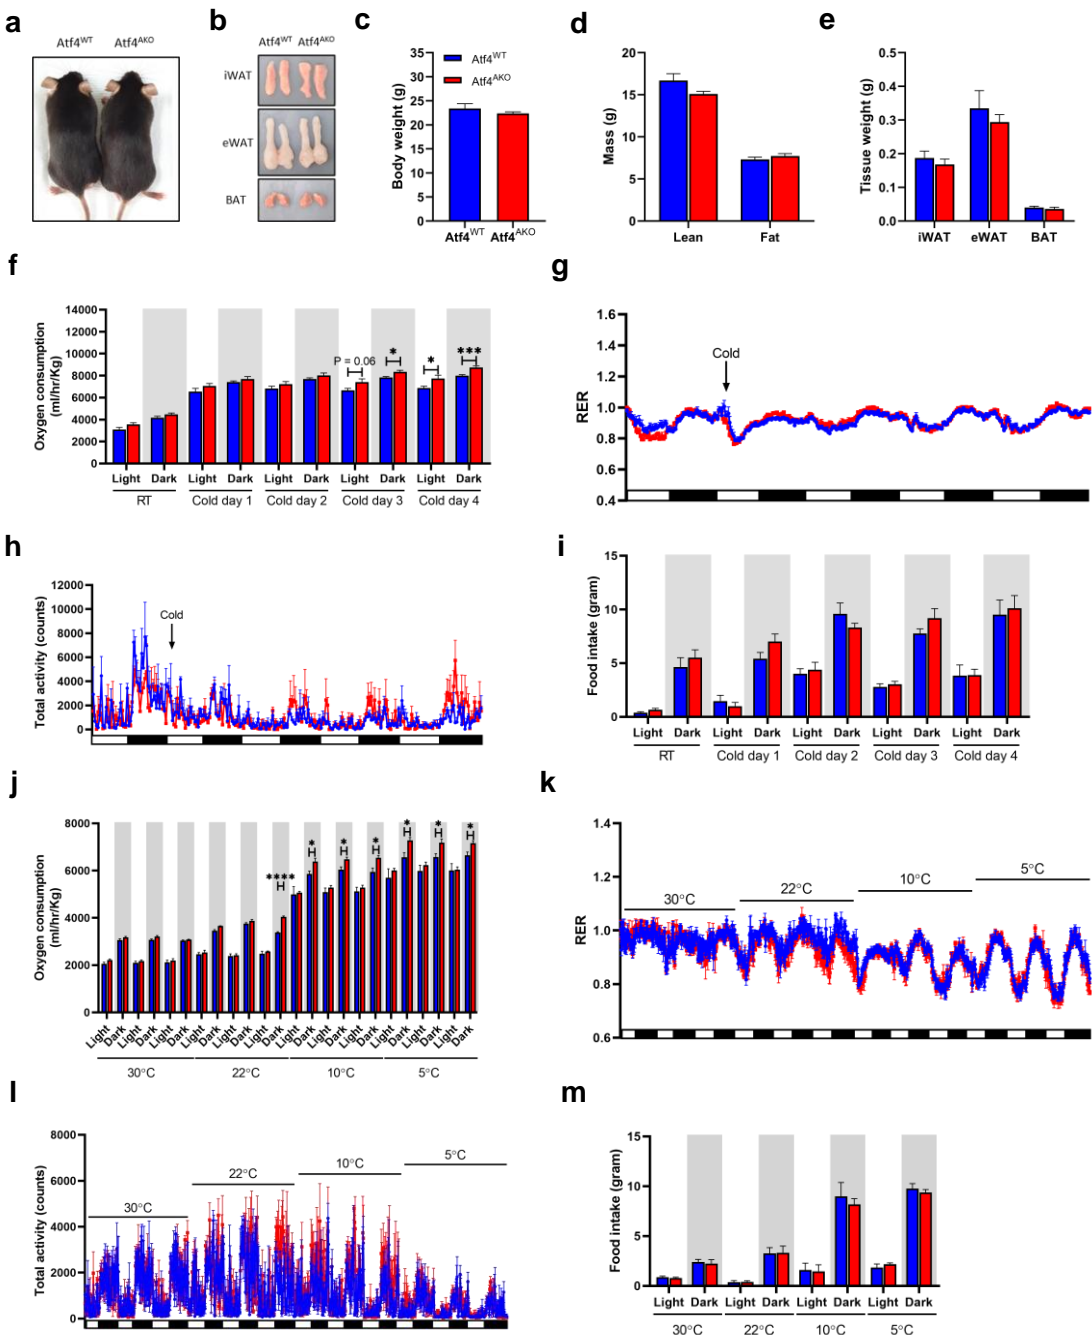

# Supplementary Fig. 3

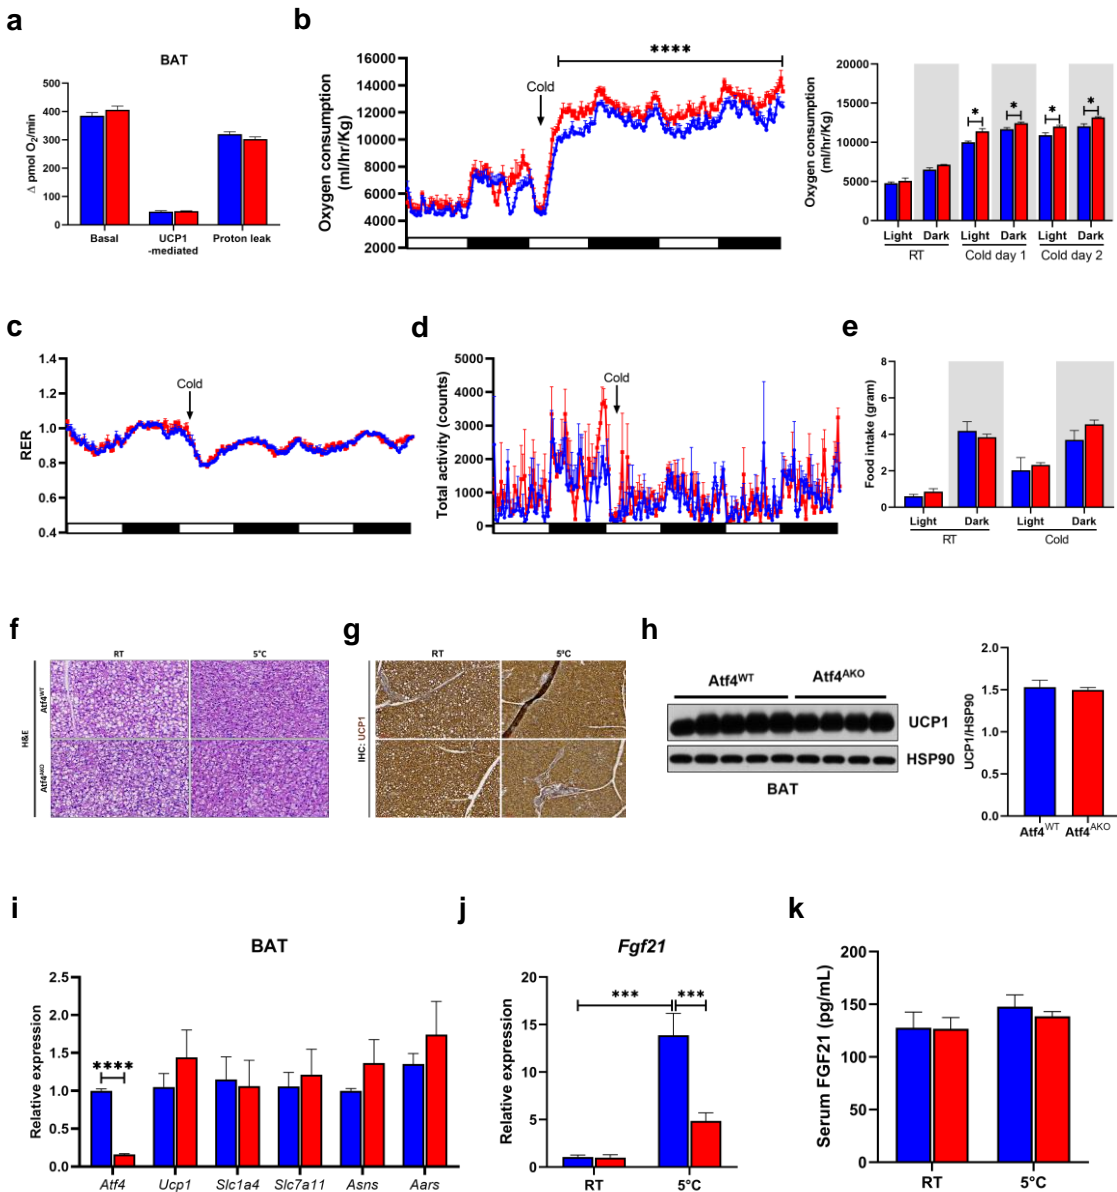

# Supplementary Fig. 4

**a**

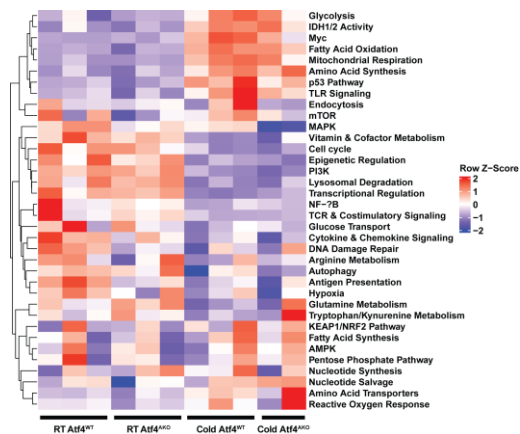

**b**

| Gene          | logFC    | P-value     |
|---------------|----------|-------------|
| <i>Il6</i>    | 1.324218 | 0.000602443 |
| <i>Cyp1a1</i> | 1.097973 | 0.028833831 |
| <i>Cacnb4</i> | 0.98931  | 0.006925386 |
| <i>Gapdhs</i> | 0.957132 | 0.012038303 |
| <i>Dao</i>    | 0.865714 | 0.00529151  |
| <i>Pnoc</i>   | 0.7733   | 0.017787527 |
| <i>Tnf</i>    | 0.71162  | 0.015825574 |
| <i>H2-Q1</i>  | 0.682564 | 0.011335426 |
| <i>Th</i>     | -0.59107 | 0.021630273 |
| <i>Gtse1</i>  | -0.68988 | 0.047188583 |
| <i>Tymp</i>   | -0.81206 | 0.045574492 |
| <i>Pycr1</i>  | -0.82897 | 0.003458284 |
| <i>Cd180</i>  | -0.90714 | 0.047441406 |
| <i>Cd209e</i> | -0.91334 | 0.002642426 |
| <i>Tdo2</i>   | -0.93155 | 0.018238397 |
| <i>Fanci</i>  | -0.99736 | 0.043236236 |
| <i>Bub1b</i>  | -1.05403 | 0.039536088 |
| <i>Slc7a5</i> | -1.07498 | 0.029295619 |
| <i>Pclaf</i>  | -1.14052 | 0.028516268 |
| <i>Upp2</i>   | -1.25841 | 0.001066625 |
| <i>Prodh2</i> | -1.32065 | 0.013752802 |
| <i>Atf4</i>   | -2.40453 | 0.000000090 |

# Supplementary Fig. 5

**a**

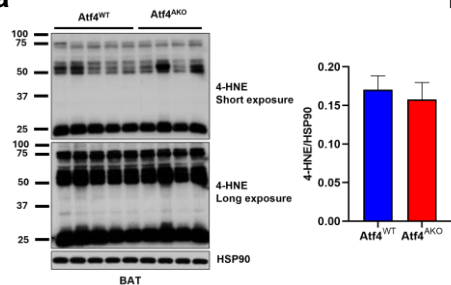

**b**

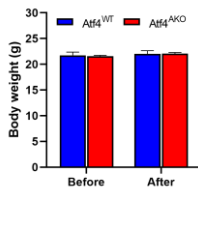

**c**

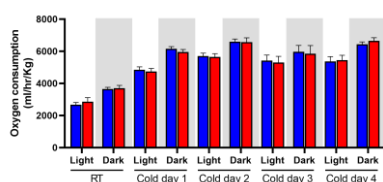

**d**

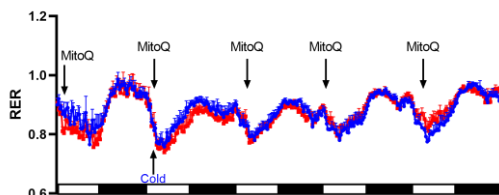

**e**

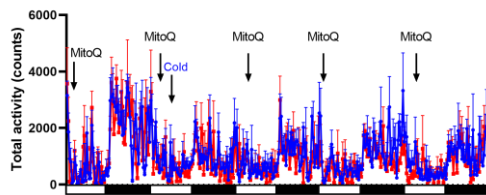

**f**

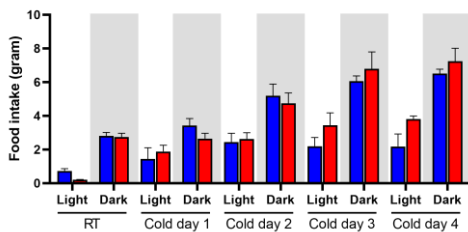

**g**

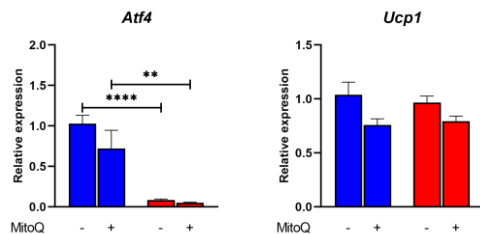

**Supplementary Fig. 6**

**a**

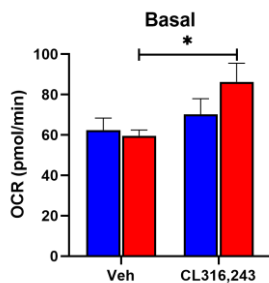

**b**

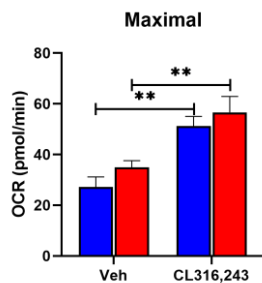

**c**

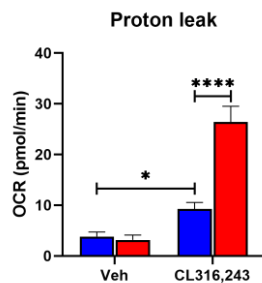

**d**

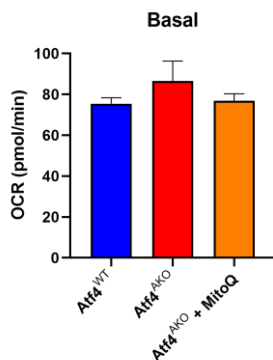

**e**

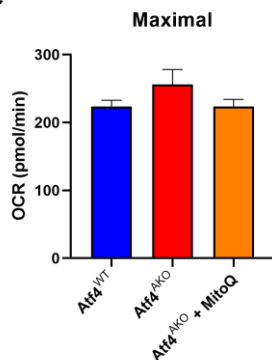

**f**

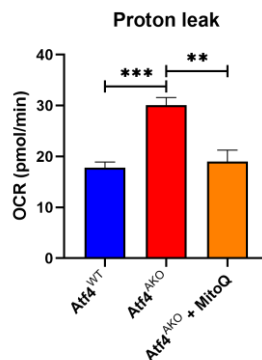

**g**

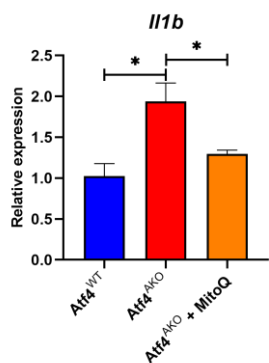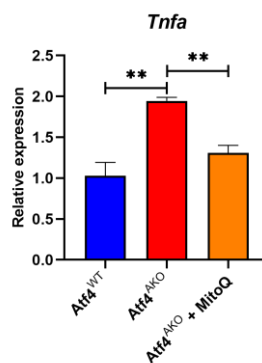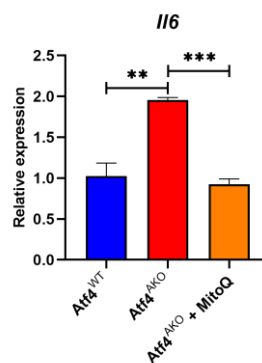

# Supplementary Fig. 7

**a**

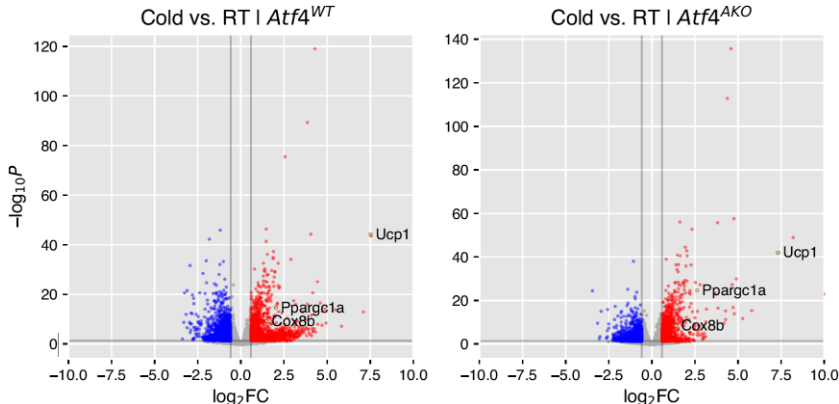

**b**

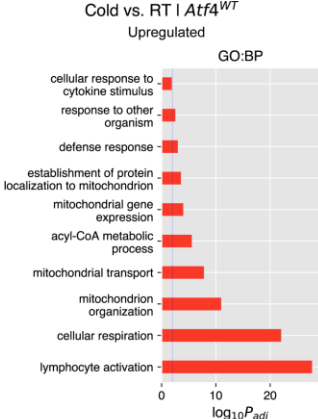

**c**

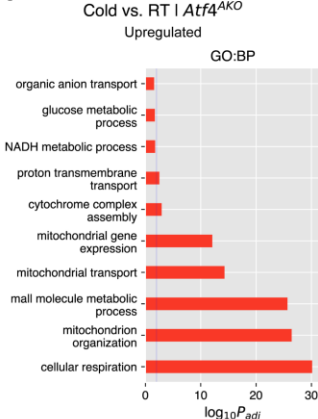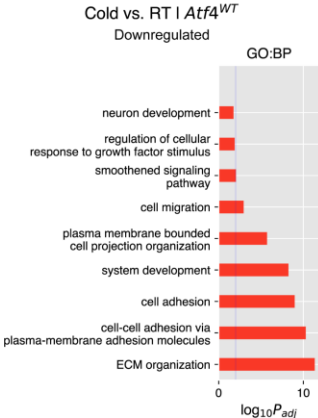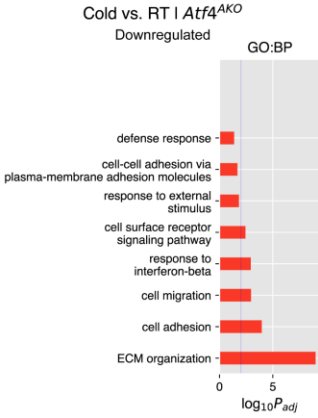

# Supplementary Fig. 8

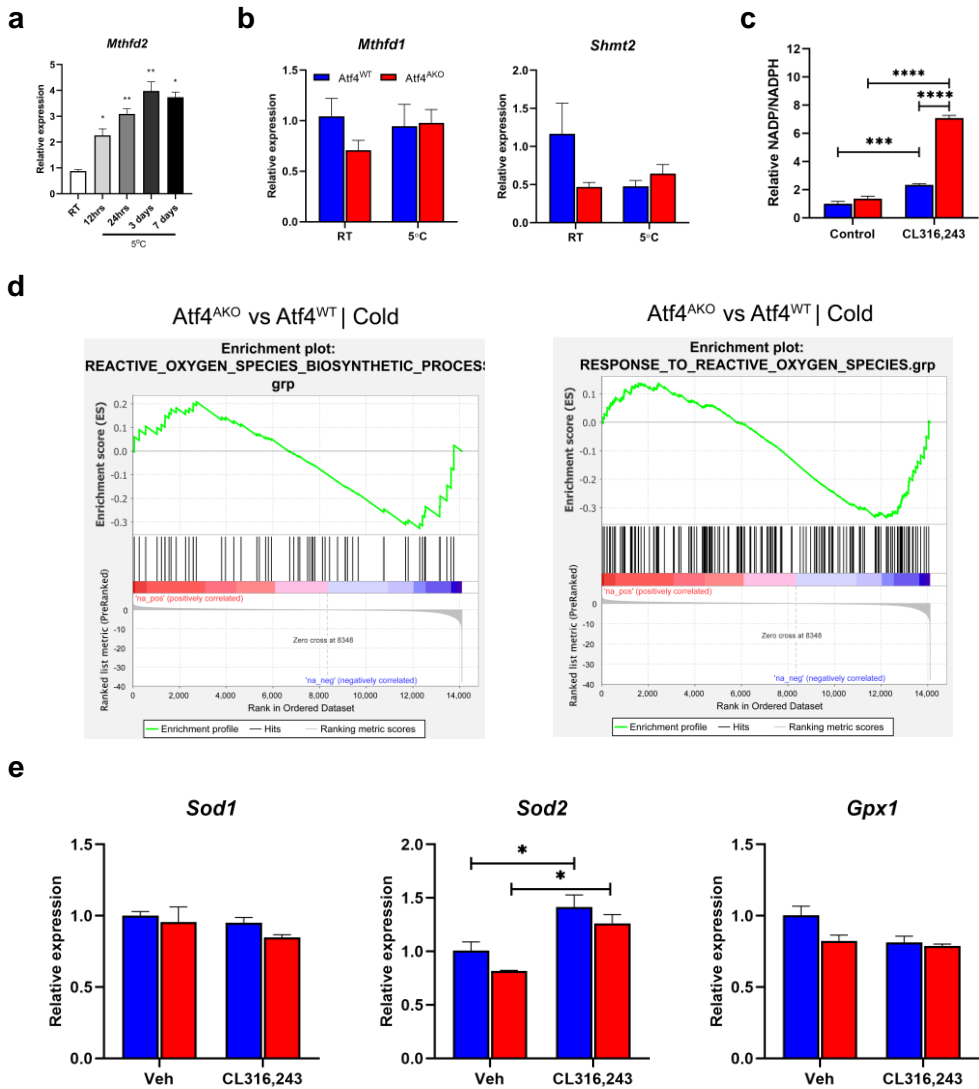

Supplementary Fig. 9

a

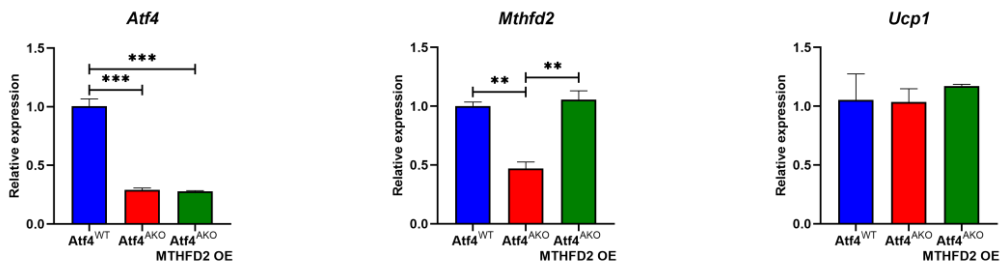

b

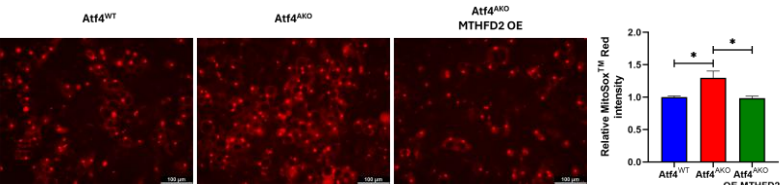

c

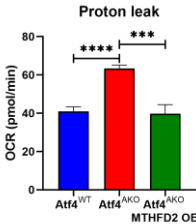

d

# Supplementary Fig. 10

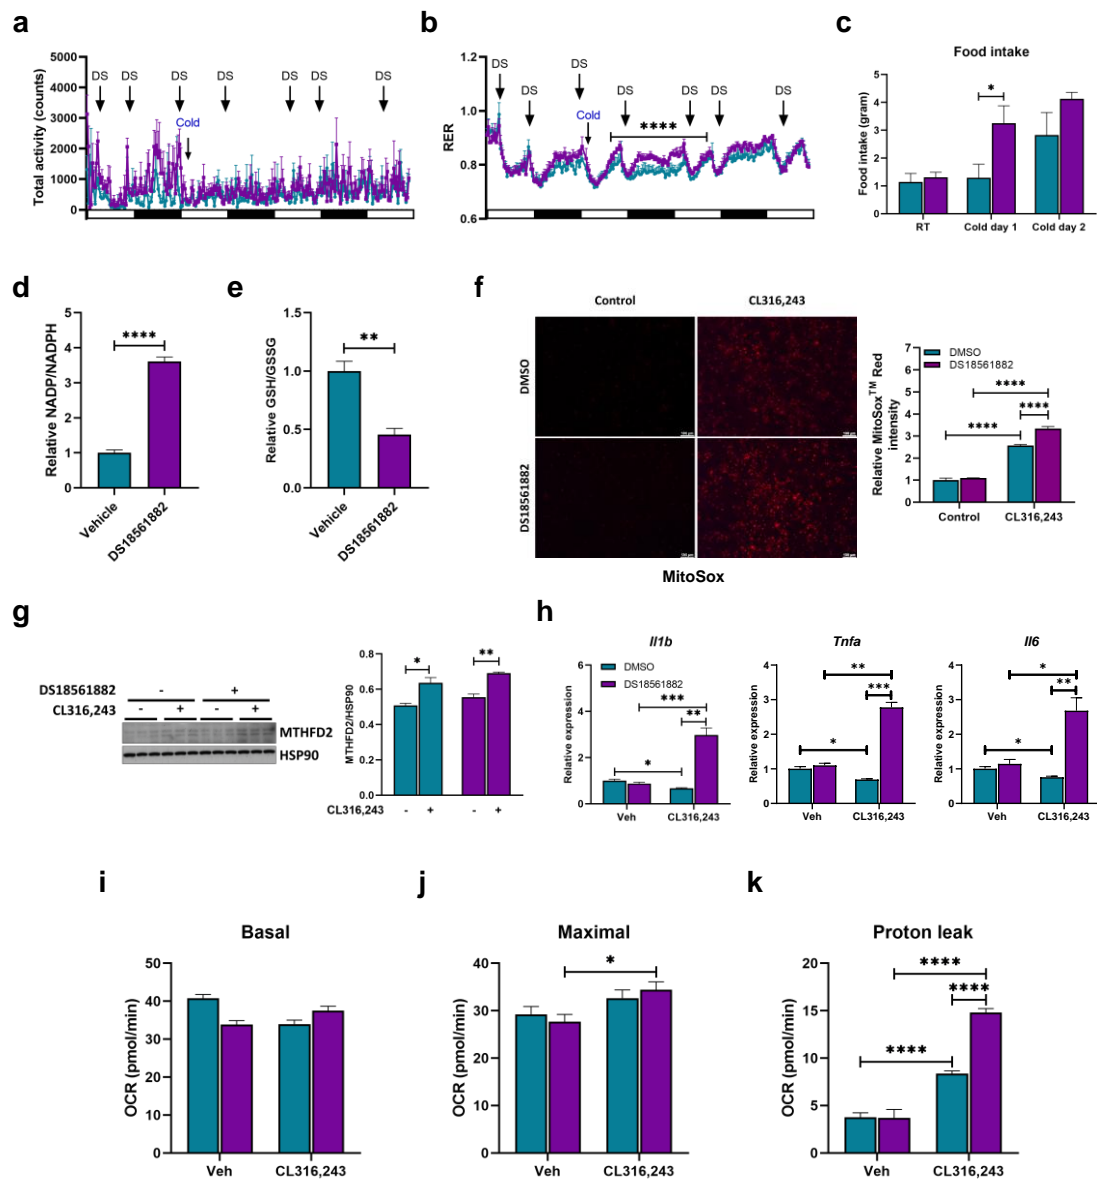

**Supplement:** Supplementary file 1 — Fig. S1. Thermogenic activation precedes mitochondrial biogenesis during cold-induced iWAT browning. (a-e) Quantitative RT-PCR analysis of thermogenic genes (a) and mitochondria OXPHOS complex genes (b), representative immunoblot analysis for UCP1 and OXPHOS complexes and densitometric quantification of UCP1 and OXPHOS complexes normalized to HSP90 (n = 5 per time point) (c), ratio of mitochondrial to nuclear genomic DNA reflecting mitochondrial number (n = 5 per group) (d), and total mitochondrial protein (n = 4 per group) (e) from iWAT of 10-week-old C57BL/6 male mice subjected to 5 °C for the indicated times. (f) Basal oxygen consumption rate (OCR) and UCP1-mediated OCR of mitochondria isolated from iWAT of 10-week-old C57BL/6 male mice subjected to 5 °C for the indicated times, as measured by using Seahorse XF96 Extracellular Flux analyzer (n = 4 per group). (g–h) Quantitative RT-PCR analysis of mitochondrial-stress-related genes (Hspe1, Hspd1, Hsp70) (g) and ER-stress-related genes (Grp78, Herpud1, and sXbp1/tXbp1) (h) in iWAT from 10-week-old C57BL/6 male mice subjected to 5 °C for the indicated times (n = 5 per group). Data are presented as mean ± SEM. ∗∗∗p < 0.005, ∗∗p < 0.01, ∗p < 0.05. Fig. S2. Real-time metabolic assessment of Atf4WT and Atf4AKO mice. (a–e) Representative images of Atf4WT and Atf4AKO mice (a), iWAT, eWAT, and BAT (b), body weight (c), body composition (d), and tissue weight (e) from Atf4WT and Atf4AKO mice at room temperature (n = 4 for Atf4WT; n = 5 for Atf4AKO). (f–i) Assessment of oxygen consumption (bar graph) (f), RER (g), total activity (h), and food intake (i) in 10-week-old Atf4WT and Atf4AKO mice housed at different ambient temperatures (n = 6 per genotype). (j–m) Assessment of oxygen consumption (bar graph) (j), RER (k), total activity (l), and food intake (m) in 10-week-old Atf4WT and Atf4AKO mice housed at various temperatures (n = 3 per genotype). Data are presented as mean ± SEM. ∗∗∗p < 0.005, ∗∗p < 0.01, ∗p < 0.05. Fig. S3.

# Supplementary material for: Regulation of redox homeostasis by ATF4-MTHFD2 axis during white adipose tissue browning
**Source:** Redox Biol. 2025 Jun 9;85:103715. doi: 10.1016/j.redox.2025.103715
**Supplement:** Multimedia component 2

**Table S1. Primer sequences used for RT-PCR analysis in the reported studies**

| 36b4  AAC GGC AGC ATT TAT AAC CC  CGA TCT GAC ACA CAC TG | Itgax  CTG GAT AG CCT TTC TTC TGC TG  GCA CAC TGT GTC CGA ACT C |
| --- | --- |
| Aars  ATG GAT GCC ACT TTA ACA GCA  TGG GTC GAT TGT GTT TAG GAA GA | Mgl1  TGA GAA AGG CTT TAA GAA CTG GG  GAC CAC CTG TAG TGA TGT GGG |
| Arg1  AAC ACG GC AGT GGCT TTAA C  GTC AGT CCC TGG CTT ATG GTT | Mthfd1  GTC GTG CAT CTC TCA CAG AAG  TGA GGG CAG TTG GTT TTA TCT TT |
| Asns  GCA GTG TCT GAG TGC GAT GAA  TCT TAT CGG CTG CAT TCC AAA C | Mthfd2  GTG CTT GGA CCA GTA CTC TAT G  CCT AAG GTT GGA ATG CCT GT |
| Atf4  TGG CCA AGC ACT TGA AAC  AAA GGC ATC CTC CTT GC | Nd1  TCC GAG CAT CTT ATC CAC GC  GTA TGG TGG TAC TCC CGC TG |
| Atp5f1a  TCT CCA TGC CTC TAA CAC TCG  CCA GGT CAA CAG ACG TGT CAG | Nd6  CCC GCA AAC AAA GAT CAC CC  TCT TGA TGG TTT GGG AGA TTG GT |
| Cd206  CAG GTG TGG GCT CAG GTA GT  TGT GGT GAG CTG AAA GGT GA | Nduf8b  TGT TGC CGG GGT CAT ATC CTA  AGC ATC GGG TAG TCG CCA TA |
| Chop  CTG CCT TTC ACC TTG GAG AC  CGT TTC CTG GGG ATG AGA TA | Pgc1a  GCA CCA GAA AAC AGC TCC AAG  CGT CAA ACA CAG CTT GAC AGC |
| Cox4i1  ATG TCA CGA TGC TGT CTG GC  GTG CCC CCG TTC ATC TCG GC | Prdm16  CAG CAC GGT GAA GCC ATT C  GCG TGC ATC CGC TTG TG |
| Cox8b  TGC TGG AAC CAT GAA GCC AAC  AGC CAG CCA AAA CTC CCA CTT | Sdhb  AAT TTG CCA TTT ACC GAT GGG A  AGC ATC CAA CAC CAT AGG TCC |
| Cytb  TGT ATA CGC CAT TCT ACG CT  AGG CTT CGT TGC TTT GAG GT | Shmt2  TGG CAA GAG ATA CTA CGG AGG  GCA GGT CCA ACC CCA TGAT |
| Fabp4  TCA CGC CTT TCA TAA CAC ATT CC  AAG GTG AAG AGC ATC ATA ACC CT | Slc1a4  GGC ATC GCT GTT GCT TAC TTC  CGA GGA AAG AGT CCA CTG TCT |
| Fgf21  CTC TAT GGA TCG CCT CAC TTT G  GGT ACA CAT TGT AAC CGT CCT C | Slc7a11  CTG GGA CTT CCG TGG ACC T  TCT TGC AGA CGA TAC GCA GAA |
| Gpx1  AGT CCA CCG TGT ATG CCT TCT  GAG ACG CGA CAT TCT CAA TGA | Sod1  AAC CAG TTG TGT TGT CAG GAC  CCA CCA TGT TTC TTA GAG TGA GG |
| Grp78  GGT GCA GCA GGA CAT CAA GTT  CCC ACC TCC AAT ATC AAC TTG A | Sod2  CAG ACC TGC CTT ACG ACT ATG G  CTC GGT GGC GTT GAG ATT GTT |
| Herpud1  CAA CAG CAG CTT CCC AGA AT  CCG CAG TTG GAG TGT GAG T | s-Xbp1  GAG TCC GCA GCA GGT G  GTG TCA GAG TCC ATG GGA |
| Hsp70  CAA GCT GTC ACC AAT CCA AAC  CAA CCC AAG CAT CAC CAT TG | t-Xbp1  AAG AAC ACG CTT GGG AAT GG  ACT CCC CTT GGC CTC CAC |
| Hspd1  AGT GTT CAG TCC ATT GTC CC  TGA CTG CCA CAA CCT GAA G | Tnfa  CAG GCG GTG CCT ATG TCT C  CGA TCA CCC CGA AGT TCA GTA G |
| Hspe1  GCG AAG GCG AGA GTC ATG  TGC TTG CAA CAC TTT TCC TTG | Ucp1  ACT GCC ACA CCT CCA GTC ATT  CTT TGC CTC ACT CAG GAT TGG |
| Il6  TAG TCC TTC CTA CCC CAA TTT CC  TTG GTC CTT AGC CAC TCC TTC | Uqcrc2  AAA GTT GCC CCG AAG GTT AAA  GAG CAT AGT TTT CCA GAG AAG CA |
| Il1b  GCA ACT GTT CCT GAA CTC AAC T  ATC TTT TGG GGT CCG TCA ACT |  |
| iNos  CCA AGC CCT CAC CTA CTT CC  CTC TGA GGG CTG ACA CAA GG |  |

**Table S2. List of reagent and resources used in the reported studies**

**RESOURCE AVAILABILITY**

Further information and requests for reagents and resources should be directed to and will be fulfilled by the lead contacts, Min-Woo Lee ().

**Data and code availability**

- Code: This paper does not report original code.

How the deposited data were processed for this re-analysis (not part of the article)

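Polyadenylated RNA of whole iWAT was sequenced from Atf4 WT and Atf4 AKO mice at RT and after 24 h at 5 °C, with 3 biological replicates in each of the 4 groups. All 12 libraries were used, and no column of values was left out. The values that the authors deposited are a normalized signal, namely the reads of each gene divided by the DESeq2 size factor of the library. The authors filtered the reads with SOAPnuke, mapped them to mm10 with STAR, counted uniquely mapped reads with featureCounts and normalized them in pyDESeq2. The versions of these tools are not given in the text of the paper, nor is the strand setting of the counting. The smallest value of each library was the value of 1 read, and dividing by it gave whole reads with a largest deviation of 0.000313 reads. Each of the 14159 listed genes had at least 1 read in each library, so genes without reads in a library are missing from the deposited values.

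The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(normalized count + 1). It covered the 13404 genes with a mean of at least 10 normalized counts over the 12 libraries, and 755 genes fell under this filter. The model held the 4 group means without covariates. The methods of the paper name DESeq2 for the DEGs, and its test on the recovered reads was run as an alternative, because a test on the log scale had been chosen for normalized values. The comparisons were Atf4 AKO against Atf4 WT iWAT after cold exposure and at RT, cold exposure against RT in each genotype, and the difference between the cold responses of the genotypes (the interaction). DEGs were counted as in the paper, with a fold change over 1.5 and an unadjusted p-value under 0.05, and the Benjamini-Hochberg adjusted p-value over all tested genes was given beside them. Gene lists were tested with camera at a correlation between genes of 0.01, with camera at an estimated correlation, and with fry, and the p-values were adjusted over 15 lists. The mean log2 value of a list in each library was compared with two-sided exact permutation tests, whose smallest p-value is 0.1 with 3 libraries against 3.

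The genes named in the text are those the paper names for iWAT, the members of the gene lists, and for Atf4 AKO against Atf4 WT iWAT after cold exposure and at RT the 5 lower and the 5 higher genes with the smallest p-values. The latter had to pass the DEG threshold, have a mean of at least 50 normalized counts and not overlap between the groups. This rule gave 274 names, of which 237 are listed in the deposited values and 234 were tested. The lists were OXPHOS, mitochondrial ribosome and mitochondrial import genes selected by symbol, antioxidant genes, ATF4 targets, one-carbon metabolism genes, the genes named in the paper, the 6 genes of Fig. 5b, the 3 thermogenic genes of Supplementary Fig. 7a, and markers of B cells, T cells, lymph node stroma, macrophages, white adipocytes, muscle, endothelium, fibroblasts, erythroid cells, epithelium and proliferating cells. The groups, comparisons, tests, lists, rule and alternatives were set before the data were examined, except for pyDESeq2's test, the counts of adjusted p-values under edgeR, DESeq2 and pyDESeq2, and the tests stated to be later choices.

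The alternatives were pseudocounts of 0.5 and 5, no filter on expression, a filter at a mean of 50, a model of only the 2 groups compared, rescaling of the libraries to the same 75th percentile, limma's array weights, the replicate number as a block, the lymphocyte score as a covariate, leaving out each library in turn, a threshold on the adjusted p-value, fry in place of camera, and the tests of edgeR 4.0.16 (quasi-likelihood), DESeq2 1.42.0 and pyDESeq2 0.5.4 on the recovered reads. The lymphocyte score is the mean log2 value of the B cell and T cell markers in a library, and these markers were left out of the counts made with it, which leaves 13372 genes. Other splits of the libraries were counted, all 10 for 3 libraries against 3 and 100 drawn ones for the interaction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps. Gene positions came from GENCODE, in which 13959 of the listed genes had a unique symbol.

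The tests were checked on simulated reads with the dispersion of the real genes, in which 200 genes differed 3-fold between the cold-exposed groups. In this check limma recovered 196 of the 199 such genes that passed the filter and called 265 of the 13205 unchanged genes (2.01%) at the DEG threshold. With adjusted p-values, limma recovered 159 of 199 changed genes, edgeR 155 of 199 and DESeq2 171 of 200. Unchanged genes called in this way were 8 with limma, 8 with edgeR and 24 with DESeq2. Each gene was simulated independently of the others. In the real libraries genes varied together, with an estimated correlation of 0.65 for the OXPHOS and 0.87 for the B cell list. The false calls in the simulation therefore do not carry over to these libraries. The depth was similar between the libraries, as the totals differed by little. At this depth the spread between replicates was larger than counting error. The number of libraries may limit the precision, but other numbers were not tried.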

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

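Of the tests of explanations here, the model with the lymphocyte score, the fits without 1 library, the rescaling and the splits were set beforehand. The other tests of explanations, such as the correlations with a score and Fisher's exact test, were chosen only after the result was seen. The comparisons of groups and the tests of the gene lists were also set beforehand, as stated above.

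Markers of lymphocytes, which the paper does not discuss for these libraries, differed between cold-exposed Atf4 AKO and Atf4 WT iWAT. The median log2 fold change was −5.57 for the 14 B cell markers listed (of 18) and −3.72 for the 18 T cell markers listed (of 20). It was −2.098 for *Cxcl13*, *Madcam1* and *Fut7*, the 3 listed of 8 markers of lymph node stroma. All of these genes were lower in Atf4 AKO mice. The adjusted fry p-values were 0.0154, 0.0154 and 0.0144. With an estimated correlation, the unadjusted camera p-values were 0.0227, 0.0246 and 0.00941. The adjusted ones were 0.113 for each list, so the camera calls at this correlation did not hold after adjustment. For each list the 3 Atf4 AKO libraries lay below the 3 Atf4 WT libraries (exact permutation test, p = 0.1). The most abundant B cell marker in cold-exposed Atf4 WT iWAT was *Cd79a*, with 1728 ± 974 normalized counts (SD, n = 3) against 29.9 ± 22.2 in Atf4 AKO mice. The most abundant T cell marker was *Lck*, with 959.6 ± 645 against 86.4 ± 44.3. The B cell and T cell lists share 0 genes with each other and 0 with the other cell type lists. By construction, every marker used had reads in all 12 libraries, because genes without reads in a library are missing from the deposited values. With cold, the lists rose by medians of 4.40, 3.39 and 2.03 in Atf4 WT mice, with adjusted fry p-values of 0.0311, 0.0187 and 0.00538 but unadjusted camera p-values of 0.239, 0.195 and 0.0974 with an estimated correlation. The B cell list overlapped between the groups, at 8.28 in Atf4 WT RT replicate 2 and 8.25 in Atf4 WT cold replicate 0 (exact permutation test, p = 0.2), and the other lists did not (p = 0.1). The difference between the cold responses was −4.75, −4.05 and −2.17, with fry p-values of 0.0289, 0.0133 and 0.00642 (adjusted, 0.145, 0.0995 and 0.0963).

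More genes were lower than higher in cold-exposed Atf4 AKO iWAT, 810 against 48, and several explanations were weighed. A difference in the scaling of the libraries would have shifted all genes, but 95.4% of the DEGs were lower after rescaling to the same 75th percentile. More muscle in the Atf4 WT libraries would have made these genes follow the muscle markers within the cold-exposed groups, but the median correlation with the muscle score there was −0.767. The scores of muscle and lymphocytes correlated with r = −0.896 within these groups. Correlations of genes with these scores after cold exposure are therefore not independent of each other. A smaller share of adipocytes in Atf4 WT libraries would have raised the markers of other cell types alike. The macrophage list had a median of −0.11, which argues against a common shift as large as that of the lymphocyte lists. It cannot exclude a smaller shift, as its SD between libraries was 0.80 in cold-exposed Atf4 WT and 1.19 in cold-exposed Atf4 AKO mice. All 14 white adipocyte markers were higher in cold-exposed Atf4 AKO mice (median 0.24), which leaves such a smaller shift open. A single Atf4 WT library as the whole cause would have removed the imbalance, but it was still 90.1% without Atf4 WT cold replicate 2. That library may contribute to the size of the count, since 539 genes were lower without it. A candidate explanation that stays open is more lymphoid tissue in the cold-exposed Atf4 WT libraries. With the lymphocyte score in the model, 119 genes were lower and 96 higher, and 6 of the genes lower with the score were among the 810. This model has little to separate the score from the genotype, because the score did not overlap between the cold-exposed groups, and its standard errors were larger by a ratio of 1.85 (median). The RT libraries are free of that confounding but did not settle the matter. Over these 6 libraries, with values centred on their group means, the 673 genes that were lower in a model of the cold-exposed libraries alone, markers of cell types left out, had a median correlation of 0.768 with the score. When the score was moved among the libraries of each group, 2 of 36 arrangements gave a correlation as high, the real one included (exact permutation test, one-sided p = 0.0556, where the smallest possible is 0.0278). Without Atf4 WT RT replicate 2, which had the highest score at RT, the median was 0.644 over 5 libraries. That library also had the most muscle signal, and the scores of muscle and lymphocytes correlated with r = 0.954 at RT. With the muscle score, the median correlation was 0.686 over the 6 libraries (exact permutation test, one-sided p = 0.0278) and 0.677 without that library, so lymphocytes and muscle cannot be told apart at RT. Against muscle stand the values after cold exposure, where the muscle markers overlapped between the genotypes (exact permutation test, p = 0.5) and 948 genes were lower without Atf4 WT cold replicate 0, the Atf4 WT library with the most muscle signal. Within the cold-exposed groups, the median correlation with the lymphocyte score was 0.859 (exact permutation test, one-sided p = 0.0278). Of the 10 splits of the 6 cold-exposed libraries, 1, the real one, gave as many DEGs, and the next highest gave 740. With 10 splits, grouping by chance and an effect of the genotype cannot be told apart.

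Whether the lymphoid signal came from a lymph node, or part of it, in the tissue taken, or from lymphocytes within the fat, cannot be told apart. The median of −2.098 for lymph node stroma rests on 3 genes, which may also be expressed in lymphoid clusters of fat. A change of the immune cells of iWAT with cold that needs *Atf4* in adipocytes is a biological explanation that the design names, and it was not tested.

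The cold responses of *Mthfd1l* and *Mthfd2* differed between the genotypes, by −2.04 and −1.57 on the log2 scale, a difference between groups that had unadjusted p-values of 0.00847 and 0.00640 from limma but adjusted ones of 0.481 and 0.474. These genes were drawn from the same libraries for being lower in cold-exposed Atf4 AKO mice, which is part of this difference, so their values are no independent test of it. That of *Mthfd2* was −0.79 in the model with the lymphocyte score, with an unadjusted p-value of 0.251. Over all genes, 0 had an adjusted interaction p-value under 0.05 with limma, with 928 genes at an unadjusted p-value under 0.05, and 96 did with DESeq2's test. Of 100 drawn splits, 20 gave as many interaction genes as the real one, with a median of 369 against 621. The number of interaction genes as a whole may therefore come from chance. From these libraries alone, a difference in lymphoid tissue and an effect of the genotype cannot be told apart for the 6 genes lower in cold-exposed Atf4 AKO iWAT. Their median correlation with the lymphocyte score over the RT libraries was 0.628 (exact permutation test among the libraries of each group, one-sided p = 0.0556), but it was −0.25 for *Mthfd1l* and −0.08 for *Mthfd2*, and between 0.61 and 0.97 for the others. Without Atf4 WT RT replicate 2, that of *Mthfd2* was 0.79, while that of *Mthfd1l* stayed negative at −0.26. Within the cold-exposed groups the correlation was positive for all 6 genes, with a median of 0.828, and it was 0.95 for *Mthfd1l* and 0.84 for *Mthfd2*. With the score in the model, the log2 fold change of *Mthfd2* was −1.28, with an unadjusted p-value of 0.0531. This keeps both explanations open for these libraries, since the score was confounded with the genotype after cold exposure. The paper has other evidence for *Mthfd2* from cultured white adipocytes. It reports lower *Mthfd2* in Atf4 AKO than in Atf4 WT adipocytes treated with an adrenergic agonist, and ChIP of ATF4 at the *Mthfd2* promoter.

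*Rps19bp1* and *Cacna1i*, which the paper does not discuss, differed between the genotypes at both temperatures. *Rps19bp1* (minus strand of chromosome 15, 80260615 to 80264315) had a log2 fold change of −2.76 after cold exposure and −2.38 at RT, with adjusted p-values of 0.000308 and 0.00141. Its mean normalized count was 729.8 ± 126 in cold-exposed Atf4 WT and 109 ± 29.9 in cold-exposed Atf4 AKO mice. *Cacna1i* (plus strand of chromosome 15, 80287238 to 80398279) had a log2 fold change of 7.34 at RT, with an adjusted p-value of 0.0762. The size of this change depends on the setting, from 5.70 with edgeR to 8.91 without Atf4 WT RT replicate 2, because the 3 Atf4 WT libraries had 0.919, 3.85 and 78.8 normalized counts. Its mean counts were 27.9 ± 44.1 in Atf4 WT and 1477 ± 239 in Atf4 AKO mice at RT, and 189 ± 94.8 and 3044 ± 382 after cold exposure. Less lymphoid tissue in Atf4 AKO libraries would have removed the difference once the score was in the model, but *Rps19bp1* then had a log2 fold change of −2.99. A local effect of the altered *Atf4* allele is a hypothesis that stays open. Of the 7 tested genes within 200 kb of *Atf4*, 2 passed the DEG threshold in the same direction at both temperatures. Among 13225 others, 5 did (Fisher's exact test, p = 5.03e-06). After cold exposure alone, 2 of the 7 passed against 847 of the others (Fisher's exact test, p = 0.0696). At RT alone, it was 2 against 58 (Fisher's exact test, p = 0.000418). The hypothesis came from the same genes, and neighbours of the locus in mice that differ in strain could give such a pattern too, which was not tested.

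Other genes outside those that the paper discusses were also changed. After cold exposure, *Atf5* had 9948 ± 1365 normalized counts in Atf4 WT and 5056 ± 649 in Atf4 AKO mice, a log2 fold change of −0.97, and at RT it was −0.68 (adjusted p = 0.344). *Dnase1l3* had 399 ± 284 and 15.7 ± 2.72 counts after cold exposure, a log2 fold change of −4.25. The higher gene *Zfp949* passed the DEG threshold at both temperatures, with a log2 fold change of 0.84 at RT and of 1.35 after cold exposure. In all, 8 genes passed in the same direction at both temperatures, among them *Atf4*, *Atf5*, *Rps19bp1*, *Cacna1i* and *Zfp949*. No technical explanation was tested for *Zfp949* and *Dnase1l3*. With the lymphocyte score in the model, the log2 fold change of *Atf5* after cold exposure was −1.28 and so not smaller in size, which argues against less lymphoid tissue in Atf4 AKO libraries as its whole cause. Its adjusted p-value of 0.0156 ranged from 2.88e-11 to 0.247 over the alternatives, and it was 0.0518 without Atf4 AKO cold replicate 0, 0.127 without Atf4 WT cold replicate 1 and 0.132 without Atf4 AKO cold replicate 2.

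At RT, a comparison that the paper does not report from these libraries, 62 genes passed the DEG threshold between Atf4 AKO and Atf4 WT iWAT, 38 lower and 24 higher. With an adjusted p-value under 0.05 there was 1, *Rps19bp1*, and 205 genes had an unadjusted p-value under 0.05. The libraries did not overlap for 845 genes, or 6.30%, against 10% by chance. Of the 10 splits of the 6 RT libraries, 6 gave as many genes or more, with a highest count of 254, so grouping by chance and an effect of the genotype at RT cannot be told apart. Without Atf4 WT RT replicate 0, 129 genes passed, and with Atf4 AKO RT replicate 0 or 2 left out, 107 and 117.

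For cold exposure against RT, 1 of the 10 splits of the 6 Atf4 WT libraries gave as many DEGs, the real one, and the next highest gave 653. For Atf4 AKO libraries it was also 1 of 10, and the next highest gave 529. With 10 splits this share cannot be smaller. The libraries did not overlap between cold exposure and RT for 46.8% of the genes in Atf4 WT and 41.7% in Atf4 AKO mice, against 10% by chance. The latter is a mean over splits, and genes vary together, so this excess is large but is not a test on its own.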

How the results depend on the processing

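All tests of the alternatives were chosen before the results were seen, apart from pyDESeq2's test and the adjusted counts of tests other than limma's.

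The count of DEGs with cold exposure was within 1.5 times its value in all 19 alternatives in each genotype, from 2362 to 3090 in Atf4 WT and from 1785 to 2697 in Atf4 AKO iWAT. The 3 thermogenic genes passed the DEG threshold in both genotypes in each of 24 alternatives. The mitochondrial families kept their direction and their camera or fry call in all 15 alternatives, with medians from 0.32 to 1.16. Camera at an estimated correlation is not among these, and it gave none of these calls, with unadjusted p-values between 0.0704 and 0.197. *Atf4* after cold exposure kept its call in all 18 alternatives, from −2.84 to −2.34, and its adjusted p-value ranged from 3.89e-27 to 0.301. The lists of B cell, T cell and lymph node stroma markers kept their direction in 9 alternatives each, from −5.77 to −4.82, from −4.78 to −3.23 and from −2.27 to −1.74 for the difference of their means. The share of NanoString genes with the same sign was 70.6%, 78.9% and 97.8% among the genes that pass the filter.

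With the lymphocyte score as a covariate, 215 genes differed between cold-exposed Atf4 AKO and Atf4 WT iWAT in place of 858, 0 of the 6 genes of Fig. 5b passed, and the interaction had 330 genes in place of 621. *Mthfd2* kept its direction at −1.28 but lost its call. The antioxidant list reversed to −0.19, and so did *Bcl2a1d* (0.50), *Slc25a12* (0.46), *Mthfd1* (−0.36) and *Tnf* (1.32). By construction, this model separates the genotypes poorly after cold exposure, where the score does not overlap between them. With a threshold on the adjusted p-value, which is stricter by construction, the counts were 4 after cold exposure, 1 at RT and 0 for the interaction, and 928 genes had an unadjusted interaction p-value under 0.05. The adjusted count after cold exposure depended on the test, with 3 genes under edgeR, 513 under DESeq2 (507 lower and 6 higher) and 518 under pyDESeq2. The interaction gave 0 genes under edgeR and 96 under DESeq2. Why these tests differ was not tested.

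At RT, the count of DEGs between the genotypes was 29 with a mean of at least 50, by construction from fewer genes tested, 138 with edgeR, 110 with DESeq2 and 112 with pyDESeq2, in place of 62; for these tests, the cause was not tested. Under fry, the antioxidant list (median 0.13) and the ATF4 targets at RT (median −0.074) lost their call, with unadjusted p-values of 0.163 and 0.0983, and the cause was not tested.

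Across the fits that each left out 1 library, the count of DEGs between the genotypes ranged from 598 (without Atf4 WT cold replicate 2) to 1064 (without Atf4 AKO cold replicate 0) after cold exposure and from 47 (without Atf4 AKO RT replicate 1) to 129 (without Atf4 WT RT replicate 0) at RT. The interaction ranged from 409 genes (without Atf4 WT cold replicate 2) to 868 (without Atf4 WT cold replicate 0). Between 4 and 6 of the 6 genes passed. *Mthfd2* ranged from −2.42 to −1.79, the antioxidant list from 0.043 (without Atf4 WT cold replicate 2) to 0.17, and the ATF4 targets from −0.15 to −0.08 after cold exposure and from −0.14 to −0.05 at RT. Of 427 alternatives of single genes, 400 kept the direction and the call, 20 became weaker, 3 stronger and 4 reversed. *Slc25a12* lost its call in 5 of the fits without 1 library, with the smallest change at −0.48 (without Atf4 AKO cold replicate 1).

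With the replicate number as a block, as in a paired design, 926 genes passed after cold exposure. The deviations of libraries of the same number from their group means correlated between −0.19 and 0.39 over 18 pairs, with 9 over 0.1, so the numbers were not taken to pair the libraries in general. All 6 pairs of replicate 1 were over 0.1, from 0.18 to 0.39, so these 4 libraries may share a feature whose source was not tested. In each group, replicate 1 had the lowest mean log2 value of the macrophage and of the fibroblast markers. The macrophage mean was 9.09 in Atf4 WT cold replicate 1 and 8.48 in Atf4 AKO cold replicate 1. Between the cold-exposed genotypes, the correlations were −0.15, 0.39 and 0.31 for replicates 0, 1 and 2, so a shared block there is not excluded. Rescaling to the 75th percentile moved the median of all genes by less than 0.1 in each comparison and gave 894 genes after cold exposure. Each library holds at least 25719476 reads on the listed genes, and the genes that this depth limits are those under a mean of 10, which were not tested except in the alternative without a filter, where 958 genes passed.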

Differences from the paper's values

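The values compared in size were the paper's counts of DEGs after cold exposure and the log2 fold changes of *Ucp1*, *Ppargc1a*, *Atf4* and *Mthfd2* in its figures. The counts found here were within 1.5 times the paper's, and the log2 fold changes differed from the paper's by less than the error. The paper's 915 DEGs after cold exposure, 869 lower and 46 higher, stand beside 858, 810 and 48. The tests of DESeq2, which the paper's methods name, and of edgeR, both set before the data were examined, gave 910 and 854. With pyDESeq2's test, which was chosen after seeing the values, they were 913, 867 and 46, so that the count of higher genes reached the paper's. The settings with a total more than 1.5 times from the paper's were a filter at a mean of 50 (608), the lymphocyte score (215), a threshold on the adjusted p-value (4) and the fit without Atf4 WT cold replicate 2 (598). The log2 fold changes of *Ucp1* in Supplementary Fig. 7a, about 7.5 in Atf4 WT and about 7.3 in Atf4 AKO mice read by eye, stand beside 7.67 and 7.51. Those of *Ppargc1a* in Supplementary Fig. 7a, about 2.0 and about 2.6 read by eye, stand beside 2.01 and 2.57. In Fig. 5a, *Atf4* is at about −2.6 and *Mthfd2* at about −2.1 read by eye, beside −2.604 and −2.08.

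The paper states that gene sets for the regulation of ROS did not differ significantly with the deletion of *Atf4*. The antioxidant list used here, which is not the gene sets of the paper, had a median log2 fold change of 0.13 and an adjusted camera p-value of 0.0110, while fry gave an unadjusted p-value of 0.163. The paper states from qRT-PCR that *Shmt2* was unchanged without ATF4, though it is among the 6 lower genes of Fig. 5b. Here, from RNA-seq, it had a log2 fold change of −0.59 with an adjusted p-value of 0.0695, which ranged from 0.00222 with DESeq2's test to 0.993 with the lymphocyte score. Its call at the DEG threshold did not hold in 5 of 18 alternatives, and with the lymphocyte score the log2 fold change was −0.18.

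Of the 17 genes of Supplementary Fig. 4b that were compared, measured by NanoString after 3 days of cold in the paper and by RNA-seq after 24 h here, 5 had the opposite sign. The paper shows *Tnf* and *H2-Q1* as higher in Atf4 AKO mice, and here they had log2 fold changes of −2.06 and −0.28. It shows *Tymp*, *Pycr1* and *Upp2* as lower, and here they had 0.25, 0.27 and 0.26. Apart from *Tnf*, the standard errors of these genes were between 0.225 and 0.403. Their unadjusted p-values from limma were at least 0.284, so their sign here is uncertain.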

Other observations

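The comparisons of genes near *Adipoq* were chosen only after the result was seen, and no hypothesis beyond those above was tested on the values that follow.

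The 39 tested ATF4 targets had a median log2 fold change of −0.12 between cold-exposed Atf4 AKO and Atf4 WT iWAT, with 30 genes lower, an adjusted camera p-value of 2.18e-05 and an unadjusted fry p-value of 0.00600. Of these, 7 passed the DEG threshold, 8 had an adjusted p-value under 0.05 when adjusted over the list alone, and 1 over all genes. At RT the median was −0.074, with an adjusted camera p-value of 0.000500 that did not hold under fry (unadjusted p-value 0.0983). *Fgf21* (−0.85, adjusted p = 0.593), *Ddit3* (−0.07), *Asns* (−0.05) and *Slc7a5* (−1.27, adjusted p = 0.131) are members. The 21 tested genes of one-carbon metabolism had a median of 0.07, with an adjusted p-value of 0.529 from limma's camera. Of these, 13 were higher and 8 lower in cold-exposed Atf4 AKO mice. Their mean log2 value went the other way, at 9.21 ± 0.10 in cold-exposed Atf4 WT and 9.05 ± 0.05 in cold-exposed Atf4 AKO libraries. The groups did not overlap (exact permutation test, p = 0.1). Of the 21 genes, 3 passed the DEG threshold and 6 had an unadjusted p-value under 0.05. An adjusted p-value under 0.05 was reached by 3 when adjusted over the list alone and by 0 over all genes. *Mthfd1* had a log2 fold change of 0.06 (adjusted p = 0.908). Of the 27 tested genes named in the paper, 8 passed, 6 had an adjusted p-value under 0.05 when adjusted over the list alone and 1 over all genes.

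In cold-exposed iWAT of Atf4 AKO against Atf4 WT mice, *Sod1*, *Sod2* and *Gpx1* had log2 fold changes of 0.09, 0.13 and 0.21, with adjusted p-values of 0.854, 0.783 and 0.592. *Tnf* had −2.06 (standard error 0.71, adjusted p = 0.241), and it reversed to 1.32 with the lymphocyte score. Without Atf4 WT cold replicate 2 it was −1.73 and lost its call at the DEG threshold. *Mrc1*, *Clec10a*, *Nos2* and *Itgax* had −0.11, 0.20, 0.10 and −0.91, and none had an adjusted p-value under 0.05. *Il1b*, under the filter, had 19.8 ± 9.32 normalized counts in cold-exposed Atf4 WT and 3.98 ± 4.05 in cold-exposed Atf4 AKO mice. *Arg1*, also under the filter, had 6.49 ± 6.06 and 17.1 ± 22.1, and its libraries overlapped between these groups. With cold, *Hspd1* and *Hspe1* rose by 0.64 and 0.93 in Atf4 WT mice, and *Hspa5* by 0.21 (adjusted p = 0.0943).

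The other cell type lists had median log2 fold changes between cold-exposed Atf4 AKO and Atf4 WT iWAT of 0.24 for white adipocytes, −1.59 for muscle, 0.02 for endothelium, −0.11 for fibroblasts and −0.76 for proliferating cells. All 14 white adipocyte markers were higher and all 14 proliferation markers were lower, with adjusted p-values of 0.00587 and 3.86e-05 from limma's camera. Neither held under fry, with unadjusted p-values of 0.127 and 0.139. For muscle the fry p-value was 0.477. The means of the erythroid and epithelial markers differed by 0.03 and −0.23 (exact permutation test, p = 1 and p = 0.8). The mean log2 value of the muscle markers was 12.9 in Atf4 WT RT replicate 2, 11.3 in Atf4 WT cold replicate 0 and 8.29 in Atf4 AKO cold replicate 1, against 4.09 to 5.68 in the other libraries. Groups of 3 libraries are too small to test a single one as far from the others.

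The signs of these fold changes at 24 h were compared with the NanoString values that the paper reports for 3 days of cold, as a description, since genes are not replicates. Of the 22 genes of Supplementary Fig. 4b, 17 are listed and 12 had the same sign (70.6%), 3 of the 5 that were higher in the paper and 9 of the 12 that were lower. For Supplementary Table 3, 137 of 173 genes had the same sign in Atf4 WT (79.2%) and 179 of 183 in Atf4 AKO mice (97.8%).

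Of the 4 tested genes within 200 kb of *Adipoq*, whose promoter drives the Cre transgene, 2 passed the DEG threshold between the genotypes after cold exposure, against 848 of 13228 others (Fisher's exact test, p = 0.0227), and 0 at RT (p = 1). *Eif4a2*, at 32400 bp, was higher in Atf4 AKO mice by 0.64 after cold exposure and 0.50 at RT, and *St6gal1*, at 66712 bp, changed by −0.88 and −0.13. No technical or biological explanation was tested for these genes.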
